# Dietary curcumin restores insulin homeostasis in diet-induced obese aged mice

**DOI:** 10.18632/aging.203821

**Published:** 2022-01-11

**Authors:** Su-Jeong Lee, Prabha Chandrasekran, Caio Henrique Mazucanti, Jennifer F. O’Connell, Josephine M. Egan, Yoo Kim

**Keywords:** curcumin, type 2 diabetes, aging, insulin homeostasis, insulin-degrading enzyme (IDE)

## Abstract

Although aging is a physiological process to which all organisms are subject, the presence of obesity and type 2 diabetes accelerates biological aging. Recent studies have demonstrated the causal relationships between dietary interventions suppressing obesity and type 2 diabetes and delaying the onset of age-related endocrine changes. Curcumin, a natural antioxidant, has putative therapeutic properties such as improving insulin sensitivity in obese mice. However, how curcumin contributes to maintaining insulin homeostasis in aged organisms largely remains unclear. Thus, the objective of this study is to examine the pleiotropic effect of dietary curcumin on insulin homeostasis in a diet-induced obese (DIO) aged mouse model. Aged (18-20 months old) male mice given a high-fat high-sugar diet supplemented with 0.4% (w/w) curcumin (equivalent to 2 g/day for a 60 kg adult) displayed a different metabolic phenotype compared to mice given a high-fat high-sugar diet alone. Furthermore, curcumin supplementation altered hepatic gene expression profiling, especially insulin signaling and senescence pathways. We then mechanistically investigated how curcumin functions to fine-tune insulin sensitivity. We found that curcumin supplementation increased hepatic insulin-degrading enzyme (IDE) expression levels and preserved islet integrity, both outcomes that are beneficial to preserving good health with age. Our findings suggest that the multifaceted therapeutic potential of curcumin can be used as a protective agent for age-induced metabolic diseases.

## INTRODUCTION

The prevalence of diabetes in older adults has increased over the last few decades; almost 1 in 4 adults over age 65 in the United States are diagnosed as having diabetes [1]. Type 2 diabetes (T2D), the most prevalent type of diabetes in the elderly, is due to insulin resistance in insulin-sensitive tissues such as muscle, liver, and fat with the declining function of pancreatic β-cells in islets of Langerhans. The development of age-related insulin resistance and hyperglycemia is directly linked to obesity, which is a substantial risk for geriatric syndromes and medical complications such as non-alcoholic fatty liver disease causing hepatitis, fibrosis, cirrhosis, and cardiovascular disease [2–4]. Thus, finding a solution that leads to improved insulin sensitivity and fine-tuned insulin levels is critical for an aging society.

Maintaining normoglycemia can be achieved by improving two key components: β -cell functional integrity and hepatic insulin sensitivity [5]. Diminished insulin action in hepatocytes causes increased insulin synthesis and secretion, and expansion of β -cell mass as a compensatory response [6, 7]. Secreted insulin enters the liver through the portal circulation during which time over 50% of the insulin is cleared by the hepatocytes in the liver [8, 9]. A recent clinical study reported that reduced insulin clearance due to reduced insulin-degrading enzyme (IDE) activity impacting recycling of insulin receptors back to plasma membrane contributes to increased insulin secretion into the portal vein, thereby further desensitizing hepatocytes to insulin [10].

Curcumin is a bioactive polyphenolic compound extracted from the herb *Curcuma longa* [11]*.* It has antioxidant, anti-inflammatory, and anti-diabetic properties which should mitigate age-associated diseases [11–13]. Its basic mechanism of action as an anti-diabetic therapeutic agent was largely unknown [13–18]. However, we previously demonstrated that curcumin supplementation increases insulin sensitivity in hepatocytes by upregulating hepatic IDE expression and preserved islet integrity in a diet-induced obese (DIO) mouse model. Furthermore, we enumerated various cellular and molecular events in the insulin signaling pathway regulated by curcumin [19]. In this study, we sought to determine if curcumin supplementation during a nutrient stressor known to cause insulin resistance in aged mice might be beneficial to preserving hepatocytes in an insulin-sensitive phenotype while protecting β -cells from the need to compensate for insulin resistance.

## RESULTS

### Curcumin supplementation suppresses body weight gain and fat accumulation in aged mice

For this study, we used 18-20 months old male C57BL/6 mice (n = 7-9 in each group) and administered a dietary intervention for 15 weeks. We used two dietary regimes in four groups of mice: normal chow diet (NCD) with or without curcumin (CUR) supplementation and high-fat high-sugar diet (HFHSD) with or without CUR. HFHSD+CUR fed mice had markedly lower body weights (39.57 ± 1.42 g vs. 43.67 ± 2.01 g) and less body weight gain (4.72 ± 1.78 g vs. 7.83 ± 1.64 g) compared to HFHSD fed mice (Figure 1A, 1B), without any change in food intake (Figure 1C). On the other hand, NCD and NCD+CUR fed mice maintained similar body weights and food intake (Figure 1A–1C).

**Figure 1:**
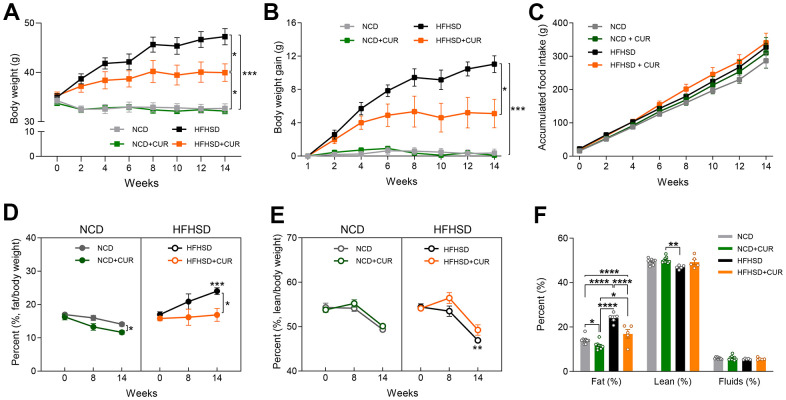
**Curcumin ameliorates obesity in high-fat high-sugar diet (HFHSD) induced obese aged mice.** (**A**) body weight (g), (**B**) body weight gain (g), (**C**) accumulated food intake (g) (n = 7-9). NMR spectrometry was conducted with normal chow diet (NCD), curcumin-supplemented normal control diet (NCD+CUR), high-fat high-sugar diet (HFHSD), and curcumin supplemented high-fat high-sugar diet (HFHSD+CUR) fed mice at baseline, 8 weeks, and 14 weeks of diet (n = 5-9). (**D**) fat/body weight percentage (%) (**E**) lean/body weight percentage (%) (**F**) overall comparison of fat/body weight percentage (%), lean/body weight percentage (%) and fluid/body weight percentage (%) at week 14. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 and ****p ≤ 0.0001.

Because of the weight loss due to CUR supplementation, we analyzed body composition using NMR. As we expected, HFHSD significantly increased fat/body percentage (%) compared to NCD for 14 weeks (p = 0.0003). CUR fed mice had lower total body fat mass in both dietary regimes from week 8 onwards and prevented body fat accumulation in the HFHS group such that their fat mass was similar to NCD mice, despite no alteration in their food intake (16.88 ± 1.92% vs 24.02 ± 1.00%, Figure 1D, right). As a gradual decline of lean body mass is known to occur with aging in mice [20], we also monitored lean body mass. We observed a significant loss of lean body mass in the HFHSD group compared to NCD by week 14 (p = 0.0056). A protective effect of CUR on the loss of lean body mass was observed in both dietary regimes compared to the respective controls by week 8 (mouse age, 20-22 months old). However, this effect was not maintained by the end of the study (Figure 1E). In addition, we analyzed overall fat and lean body mass (%) and fluids (%) at week 14 and found that only fat mass was reduced by CUR (Figure 1F).

### Curcumin changes hepatic gene expression profiling in aged mice

To characterize any CUR-driven transcriptional changes in the liver of aged mice, we performed whole transcriptome RNA sequencing (RNAseq) analysis. 

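Livers of 12 aged male C57BL/6 mice were used, 3 each from the NCD, NCD+CUR, HFHSD and HFHSD+CUR groups, with CUR at 0.4% of the diet for 15 weeks. RNA of the left lateral lobe was made into stranded libraries after poly(A) selection and sequenced from both ends. The authors aligned the reads to mm10 with TopHat2 2.0.13. They computed FPKM values (fragments per kilobase of transcript and per 1e6 mapped fragments) for each gene in each mouse with Cuffdiff, given as version 2.2.1 in the sample labels and as part of Cufflinks 2.2.0 in the paper, with the dispersion pooled over the groups. The FPKM table holds 23997 genes. The values used here are FPKM and not counts, so the number of fragments behind each gene is unknown. The sample labels give an age of 107 weeks for NCD replicate 3 and NCD+CUR replicate 3 and 99 weeks for the other 10 mice, and the paper gives 18 to 20 months at the start of the diets. The 10545 genes with a mean of at least 1 FPKM over the 12 mice were tested with limma on log2(FPKM + 0.1), in a single model of the 4 groups. A gene is said to have risen or fallen when its Benjamini-Hochberg adjusted p was under 0.1, and counts at an unadjusted p under 0.05 stand beside those. Fixed lists of genes for 36 pathways and cell types were tested with camera of limma at a preset correlation of 0.01 between genes and an adjusted p under 0.05. In each CUR comparison, 8 of the 10 splits of its libraries into 3 and 3, the real one among them, called as many lists as the real split. A camera call alone thus does not exclude chance. Exact permutation of 3 mice against 3 cannot give a p under 0.1, so the tests borrow their estimate of the spread from all genes.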

The analysis generated 40,785,830 to 71,480,323 reads, which represented a 90-98% mapping rate to the reference genome (Supplementary Table 1). 

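In units of 1e6 mapped reads, the NCD libraries held 43.9 to 70.6 (median 46.4), the NCD+CUR libraries 40.8 to 45.8 (median 42.1), the HFHSD libraries 42.3 to 71.5 (median 53.2) and the HFHSD+CUR libraries 45.3 to 51.3 (median 51.2). The deepest libraries were NCD replicate 3 and HFHSD replicate 3. Between 43365404 and 72968900 reads were sequenced per library, and 90.8% to 98.0% of them mapped, which left 40785830 to 71480323 mapped reads. In each library, 10192 to 10721 genes reached 1 FPKM. Over the tested genes, the log2 values of HFHSD+CUR replicate 3 had the lowest mean correlation with the other libraries (0.952), and those of HFHSD+CUR replicate 2 had the highest (0.969). The first principal component of the libraries held 29.0% of the variance and the second held 24.5%.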

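In the livers of HFHSD-fed mice, Neat1, the long noncoding RNA that scaffolds nuclear paraspeckles, rose with CUR from 129 ± 34.9 FPKM (SD, n = 3) to 343 ± 115 FPKM (SD, n = 3), a log2 fold change of 1.38 (standard error 0.24, adjusted p = 0.00832 by limma). Its neighbor Malat1, a long noncoding RNA of nuclear speckles, rose from 16.4 ± 2.55 to 44.7 ± 10.3 FPKM (SD, n = 3). On chromosome 19 of mm10, Malat1 lies from 5795690 to 5802672 and Neat1 from 5824708 to 5845478. Plgrkt, a receptor for plasminogen, rose by 1.43 on the log2 scale (adjusted p = 0.00859 by limma). Masp1, a protease of the lectin pathway of complement, fell from 16.2 ± 5.82 to 4.24 ± 0.294 FPKM (SD, n = 3), and Gna12, a G protein alpha subunit, fell from 26.2 ± 6.13 to 7.47 ± 3.57 FPKM (SD, n = 3).

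Of 79 genes of cytosolic ribosomal proteins, 46 rose, 0 fell and 33 did not pass (55 rose and 1 fell when adjusted over the list alone), with a median of 0.35 (camera adjusted p = 1.89e-12, and adjusted p = 0.768 with an estimated correlation). Rpl35a rose by 0.72 and Rps12 by 0.67 on the log2 scale, although genes of this family have processed pseudogenes that can share their reads. Without the trends with GC content and length, the median of the ribosomal list was 0.12 (camera adjusted p = 0.000843 with the replicate block) and Rps12 had a log2 fold change of 0.29 (adjusted p = 0.0115 with the replicate block). Of 38 genes of ER translocation and ER-to-Golgi transport, 14 fell, 0 rose and 24 did not pass (14 fell and 0 rose when adjusted over the list alone), with a median of -0.29 (camera adjusted p = 0.0100, and adjusted p = 0.768 with an estimated correlation). Among them, the vesicle coat genes Sec23a and Copb1 fell by 0.98 and fell by 0.66 on the log2 scale. Of 76 nuclear genes of oxidative phosphorylation, 33 rose, 6 fell and 37 did not pass (40 rose and 7 fell when adjusted over the list alone), with a median of 0.26 (camera adjusted p = 7.70e-06, and adjusted p = 0.768 with an estimated correlation). Cox7c, a subunit of cytochrome c oxidase, rose by 0.62 on the log2 scale. The ATP synthase subunit Atp5b fell by 0.67, the succinate dehydrogenase subunit Sdha fell by 0.83 and the complex I subunit Ndufs1 fell by 0.66.

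Of 24 hepatocyte genes, 5 fell, 3 rose and 16 did not pass (10 fell and 4 rose when adjusted over the list alone), with a median of -0.27 (camera adjusted p = 0.102, adjusted p = 0.0344 with the replicate number as a block within each diet, and adjusted p = 0.768 with an estimated correlation). Those that fell include Cps1 of the urea cycle, which fell by 1.17 on the log2 scale, Tdo2 of tryptophan breakdown, which fell by 1.10, and Apob of very-low-density lipoprotein, which fell by 0.72. Of 6 B cell markers, 4 rose, 0 fell and 2 did not pass (5 rose and 0 fell when adjusted over the list alone), with a median of 0.94 (camera adjusted p = 0.0100, and adjusted p = 0.768 with an estimated correlation). Without HFHSD replicate 2, the median of the B cell markers was 0.71 (camera adjusted p = 0.0590). Of 15 endothelial markers, 2 rose, 0 fell and 13 did not pass (2 rose and 0 fell when adjusted over the list alone), with a median of 0.50 (camera adjusted p = 0.0100, and adjusted p = 0.768 with an estimated correlation). The scavenger receptor Stab1 of the sinusoidal endothelium rose from 2.85 ± 0.450 to 6.95 ± 3.05 FPKM (SD, n = 3). Without HFHSD+CUR replicate 3, the median of the endothelial markers was 0.09 (camera adjusted p = 0.340). After the trends of each library with GC content and transcript length were removed in the fit with the replicate block, the median of the oxidative phosphorylation genes was 0.03 (camera adjusted p = 0.530). Over the 6474 genes with a mean of at least 5 FPKM, the lists of ER transport (camera adjusted p = 0.0550), B cell markers (adjusted p = 0.477) and endothelial markers (adjusted p = 0.140) were not past the threshold.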

As shown in Figure 2A, CUR altered hepatic gene expression compared to non-CUR mice. The numbers of upregulated and downregulated genes are presented for data analysis using p-value cut-off < 0.05 and a false discovery rate (FDR) cut-off < 0.1. To capture all the true positives, a p-value cut-off was utilized to define the differentially expressed genes (DEGs). 

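On NCD, Neat1, named for its change on HFHSD, was 155 ± 9.22 FPKM (SD, n = 3) in NCD and 277 ± 14.9 FPKM (SD, n = 3) in NCD+CUR livers, a log2 fold change of 0.83 (standard error 0.24, adjusted p = 0.290 by limma). Stat2, a transcription factor of the interferon response, was 17.7 ± 1.79 and 25.4 ± 3.22 FPKM (SD, n = 3), a log2 fold change of 0.51 (adjusted p = 0.290 by limma). Mlxipl, the carbohydrate response factor ChREBP, had a log2 fold change of 0.49 (adjusted p = 0.290 by limma), Per2 of the circadian clock 0.54 (adjusted p = 0.290), and Cps1 -0.68 (adjusted p = 0.290). Libraries of the same replicate number resembled each other within each diet, although neither the labels nor the paper say what the numbers stand for. After the data were seen, the comparison was therefore repeated with the replicate number as a block within each diet. In that fit, 860 genes passed, and the adjusted p was 0.0177 for Neat1, 0.0591 for Stat2, 0.0784 for Mlxipl, 0.0591 for Per2 and 0.0625 for Cps1. The same block gave 141 genes with the trends with GC content and length removed and 9 with the log2 of mapped reads as a covariate. With age as a covariate and no block, 0 genes passed.

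In NCD+CUR against NCD, 0 of 10545 genes passed an adjusted p of 0.1 by limma, and 1476 had an unadjusted p under 0.05 (720 higher and 756 lower, where chance gives 527). With the authors' Cuffdiff p-values, adjusted over the tested genes, 444 genes passed. The values of the NCD and NCD+CUR mice did not overlap in 2066 genes, or 19.6% of those tested, where chance gives 10%. Chance values of this kind are averages, and counts of genes that vary together can lie far from them. Another split of the NCD and NCD+CUR libraries gave 1595 genes at an unadjusted p under 0.05. In HFHSD+CUR against HFHSD, 1384 genes rose and 1812 fell, 3800 genes had an unadjusted p under 0.05 (1642 higher and 2158 lower), and the groups did not overlap in 4293 genes (40.7%, where chance gives 10%). The block raised the count of changed genes on HFHSD from 3196 to 4815. Over the genes that changed on HFHSD, placed on a scale where the HFHSD groups differ by 1, NCD replicate 2 lay at 0.07, nearer to the NCD+CUR mice (0.19, 0.37 and 0.28) than NCD replicates 1 (-0.34) and 3 (-0.48). Without NCD replicate 2, 894 genes passed on NCD, among them Stat2 (adjusted p = 0.0678) and Cps1 (adjusted p = 0.0672), and 2505 had an unadjusted p under 0.05, against 784 without NCD replicate 1, 827 without NCD replicate 3 and 745 without NCD+CUR replicate 2. Leaving out the NCD library nearest to the NCD+CUR mice favors calls on NCD. Values given without NCD replicate 2 are therefore not independent support for a change there. On HFHSD, 1227 genes passed without HFHSD+CUR replicate 3, 1732 without HFHSD replicate 3 and 2106 without HFHSD replicate 2. With array weights, 3498 genes passed on NCD. Those weights were 4.63 for NCD replicate 1, 0.450 for NCD replicate 2 and 0.464 for NCD replicate 3, so 1 mouse largely set the NCD values.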

There were 1687 and 3794 genes that showed a significant change with CUR in NCD and HFHSD groups compared to their respective non-CUR groups (Figure 2A). There were at least 8-fold higher uniquely upregulated and 6-fold uniquely downregulated genes in the HFHSD+CUR group when compared with their NCD counterparts (Figure 2B). 

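The genes past an unadjusted p of 0.05 on both diets moved the same way. Among them, Prkar2a, a regulatory subunit of protein kinase A, had a log2 fold change of -1.15 with CUR on NCD (standard error 0.33) and -1.75 on HFHSD (standard error 0.33), and Klhdc8b, a kelch domain protein, 0.94 (standard error 0.27) and 1.43 (standard error 0.27). Both were named because of their change on HFHSD. In all, 619 genes were higher with CUR on both diets, where independent sets of the same sizes would share 112, and 700 were lower on both, where they would share 155. The genes are not independent, and among other labellings of the mice within the diets the highest shared 912, against 1319 for the real one. No gene (0) was higher on one diet and lower on the other. Of the genes higher on a single diet, 1023 were higher on HFHSD and 101 on NCD, a ratio of 10.1. Of those lower on a single diet, 1458 were lower on HFHSD and 56 on NCD, a ratio of 26.0. The ratios for higher and lower genes were 3.02 and 6.43 without NCD replicate 2, 3.26 and 4.04 without HFHSD+CUR replicate 3, 21.1 and 57.2 without NCD+CUR replicate 2 and 0.733 and 0.931 with array weights. These groups were set by a threshold in each comparison, and the difference between the diets itself passed an adjusted p of 0.1 for 0 genes by limma and an unadjusted p of 0.05 for 145 (573 with the replicate block). Across all tested genes, which are not independent replicates, the fold changes on the diets had a Pearson correlation of 0.691 and a Spearman correlation of 0.837. Of the genes that changed on HFHSD, 3158 (98.8%) had a fold change of the same sign on NCD, as did 84.1% of all tested genes. The counts of genes higher and lower on both diets were 1082 and 1169 with the replicate block. Leaving out NCD replicate 1 gave 380 and 292, NCD replicate 3 gave 375 and 302, NCD+CUR replicate 2 gave 341 and 316, and leaving out NCD replicate 2 gave 1165 genes lower on both.

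**Figure D1:**
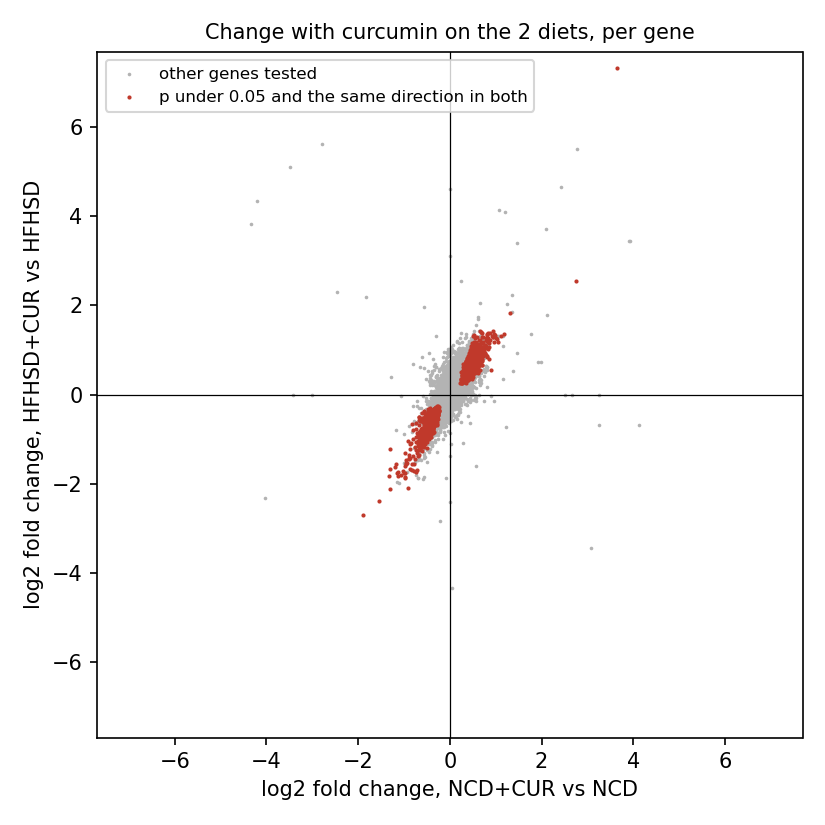
Log2 fold change with CUR on NCD (x axis) and on HFHSD (y axis) for each of the 10545 genes tested, with the 619 genes higher and the 700 genes lower on both diets at an unadjusted p under 0.05 in red. The red points lie at the lower left and the upper right.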

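Mia2, whose protein exports cargo from the ER, was 15.1 ± 10.5 FPKM (SD, n = 3) in NCD and 3.18 ± 0.801 FPKM (SD, n = 3) in NCD+CUR livers, a log2 fold change of -1.90 (standard error 0.57, adjusted p = 0.290 by limma). On HFHSD, it fell from 19.0 ± 5.28 to 2.85 ± 0.743 FPKM (SD, n = 3), a log2 fold change of -2.69 (standard error 0.57, adjusted p = 0.0161 by limma). Sntb1, a syntrophin of the membrane cytoskeleton, fell on HFHSD from 8.32 ± 2.92 to 1.48 ± 0.346 FPKM (SD, n = 3). Its log2 fold change was -2.39 (standard error 0.33, adjusted p = 0.00832 by limma), and on NCD it was -1.54 (adjusted p = 0.290 by limma, and adjusted p = 0.0625 with the replicate block). Without NCD replicate 2, Mia2 (adjusted p = 0.0115) and Sntb1 (adjusted p = 0.0413) passed on NCD. Alg10b, a glucosyltransferase of N-glycan synthesis, fell by 1.82 on the log2 scale on HFHSD (adjusted p = 0.00832 by limma). Abhd2, a lipid hydrolase, fell by 1.98 on HFHSD (standard error 0.67, adjusted p = 0.0683 by limma). Abhd2 did not pass without HFHSD replicate 1 (adjusted p = 0.107), HFHSD replicate 2 (adjusted p = 0.114), HFHSD replicate 3 (adjusted p = 0.193) or HFHSD+CUR replicate 3 (adjusted p = 0.218).

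Rn45s, the precursor of ribosomal RNA, has no poly(A) tail and varied between the mice of one group. Its values were 98.0, 82.9 and 173 FPKM in the HFHSD mice and 16271, 129 and 3339 FPKM in the HFHSD+CUR mice (adjusted p = 0.163 by limma, and adjusted p = 0.0358 without HFHSD+CUR replicate 2). Rmrp, the RNA of a ribonuclease that also lacks a poly(A) tail, was listed at 0, 0.497 and 1.62 FPKM in the HFHSD mice and at 95.7, 0 and 24.1 FPKM in the HFHSD+CUR mice (adjusted p = 0.442 by limma). Of the 16 genes labelled in Figure 2C, 3 had a mean of at least 1 FPKM over the 12 mice and were tested, of which 0 passed the adjusted test and 2 (Mia2 and Sntb1) had an unadjusted p under 0.05. Of the 13 labelled in Figure 2D, 5 were tested, of which 3 (Abhd2, Alg10b and Sntb1) fell and 2 (Rn45s and Rmrp) did not pass. The other labelled genes had means under 1 FPKM, among them Uhmk1, a serine/threonine kinase, at 0.921 ± 0.732 FPKM (SD, n = 3) in NCD and 0.270 ± 0.122 FPKM (SD, n = 3) in NCD+CUR livers.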

The distribution of the log_2_FC (fold change) and p-values with selected upregulated and downregulated genes are presented in the volcano plots (Figure 2C, 2D). 

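Few genes differed with CUR by 2-fold or more on NCD. Among them were Eif4ebp2, a repressor of translation, with a log2 fold change of -1.13, and Adrb3, a beta-adrenergic receptor, with a log2 fold change of 1.19 (adjusted p = 0.290 and 0.293 by limma). On HFHSD, Eif4ebp2 fell by 1.82 on the log2 scale and Adrb3 rose by 1.36 (adjusted p = 0.0113 and 0.0325 by limma). With the replicate block, Adrb3 on NCD had an adjusted p = 0.0177, and without NCD replicate 2 Adrb3 had an adjusted p = 0.0668 and Eif4ebp2 an adjusted p = 0.0417. Without HFHSD+CUR replicate 3, Adrb3 on HFHSD had an adjusted p = 0.12. At an unadjusted p under 0.05, 10 genes were higher and 17 lower by at least 2-fold on NCD, and 156 were higher and 138 lower on HFHSD. At an adjusted p under 0.1 by limma, the count was 0 on NCD, and 150 genes rose and 133 fell on HFHSD. The unadjusted counts on NCD were 41 higher and 71 lower without NCD replicate 2, 33 and 27 without NCD+CUR replicate 1, 17 higher without NCD+CUR replicate 3 and 9 lower without NCD replicate 3. On HFHSD, they were 267 higher without HFHSD+CUR replicate 2, and 69 higher and 88 lower without HFHSD+CUR replicate 3. With 1 instead of 0.1 added to the FPKM before the log, the counts were 1 higher and 3 lower on NCD and 45 and 81 on HFHSD, and with no filter they were 66 and 49 on NCD and 349 and 187 on HFHSD.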

Genes with ≥ 2-fold change of gene expression are shown in dark blue for the NCD group (32 up- and 62 down-regulated genes) and dark orange for the HFHSD group (382 up- and 186 down-regulated genes). Taken together, the DEG data indicate that CUR altered the liver transcriptome in the aged mice and altered more genes in the HFHSD groups.

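Over all tested genes, 75.8% had the smaller fold change on NCD, and the median size of the log2 fold change was 0.17 on NCD and 0.27 on HFHSD. Plgrkt and Klf3 were named for their change on HFHSD, which favors a larger value there. Plgrkt had a log2 fold change of 0.53 on NCD against 1.43 on HFHSD, and Klf3, a repressor of transcription, -0.26 on NCD against -0.87 on HFHSD. The difference between the diets was 0.90 (standard error 0.35) for Plgrkt and -0.61 (standard error 0.23) for Klf3 (adjusted p = 1.00 for each by limma). The test of this difference passed for 0 genes, with 145 at an unadjusted p under 0.05 (93 above 0 and 52 below 0), where chance gives 527. With the replicate block, 0 genes passed and 573 had an unadjusted p under 0.05. Without HFHSD replicate 2, 1 gene passed. It was Eif3j1, a subunit of a translation initiation factor, listed at 14.6, 0.0688 and 16.4 FPKM in the HFHSD mice and chosen after its values were seen. In simulated data with 3 libraries per group, the test of the difference recovered 7.46% of the genes changed by 1.5-fold, 46.3% of those changed by 2-fold and 95.5% of those changed by 4-fold. In simulated pairs with the replicate block, it recovered 25.4%, 76.1% and 97.0%. Those simulated pairs were more alike than the real ones on HFHSD, so the recovery may be lower in these data. Without the block, the test called 0 of 10345 unchanged genes in simulated pairs, so it can be too strict. A count under that of chance is therefore no evidence that the diets respond alike.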

**Figure 2:**
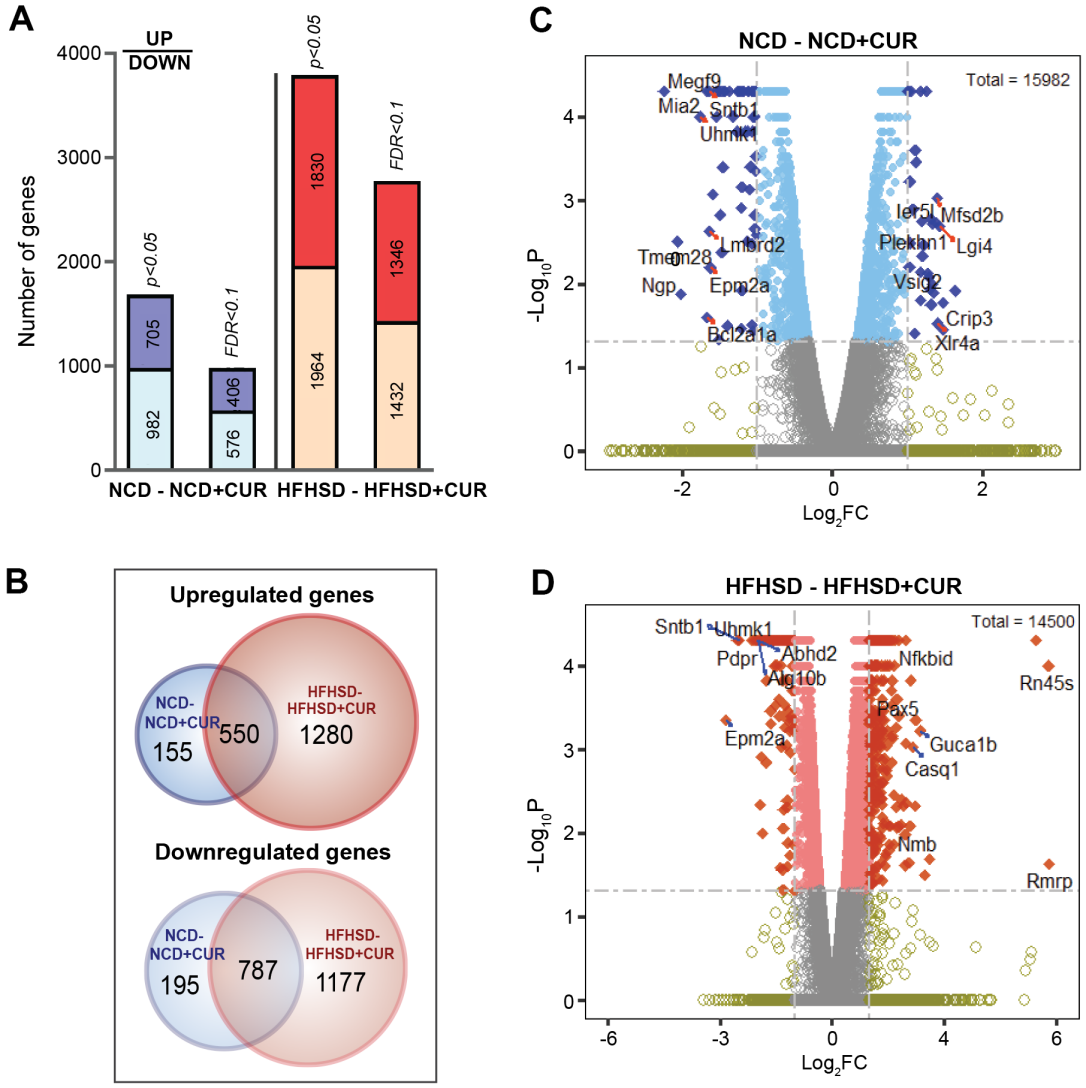
**Liver RNA sequencing transcriptome profiling in NCD, NCD+CUR, HFHSD, and HFHSD+CUR fed aged mice.** (**A**) Number of differentially regulated genes (DEGs) as defined by p-value and False Discovery Rate (FDR)-defined cut-offs are presented for comparisons of mice groups that received curcumin-supplemented normal control diet (NCD+CUR) and high-fat, high-sugar diet (HFHSD+CUR) to their non-supplemented NCD/HFHSD counterparts (n = 3 per group). The bottom part represents downregulated genes and the top part, upregulated genes. (**B**) Venn Diagrams represent overlapping and distinct gene expression between the comparison groups for upregulated (top) and downregulated (down) genes. (**C**, **D**) The number of genes with ≥ 2 log_2_ fold change (FC; represented as dark blue or dark orange) and p-value < 0.05 are indicated in volcano plots for two different comparisons.

### Dietary curcumin alters gene expression associated with insulin signaling and senescence pathways in the aged mice

To investigate the biological significance of the differentially regulated genes, GO (Gene Ontology) terms and canonical pathways associated with DEGs were identified. 

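In HFHSD+CUR livers, Fbp1, the fructose-1,6-bisphosphatase of gluconeogenesis, fell from 742 ± 81.6 to 437 ± 106 FPKM (SD, n = 3), and Pcx, the pyruvate carboxylase, from 131 ± 28.3 to 80.4 ± 13.4 FPKM (SD, n = 3), log2 fold changes of -0.79 and -0.70 (adjusted p = 0.0175 and 0.0193 by limma). Slc2a2, the glucose transporter of hepatocytes, fell by 0.70 and Gbe1, the glycogen branching enzyme, fell by 1.37 on the log2 scale. Pck1 and G6pc, which encode gluconeogenic enzymes that insulin represses, had log2 fold changes of -0.12 (adjusted p = 0.785 by limma) and -0.29 (adjusted p = 0.764 by limma). Of 15 genes of gluconeogenesis, 3 fell, 0 rose and 12 did not pass (2 fell and 0 rose when adjusted over the list alone), with a median of -0.17 (camera adjusted p = 0.276). Of 23 genes of glucose uptake, glycolysis and glycogen, 6 fell, 1 rose and 16 did not pass (6 fell and 1 rose when adjusted over the list alone), with a median of -0.30 (camera adjusted p = 0.170).

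Among inflammatory genes, Stat2 rose in HFHSD+CUR livers from 16.6 ± 0.691 to 28.1 ± 4.27 FPKM (SD, n = 3). Nfkbiz, a nuclear inhibitor of NF-kappaB that inflammation induces, rose by 0.74 on the log2 scale (adjusted p = 0.0126 by limma). Of 31 genes of the interferon response, 3 rose, 1 fell and 27 did not pass (2 rose and 0 fell when adjusted over the list alone), with a median of 0.08 (camera adjusted p = 0.320, and adjusted p = 0.875 with an estimated correlation). Without HFHSD replicate 1, the median of this list was 0.36 (camera adjusted p = 0.0181), and without HFHSD+CUR replicate 3 it was 0.32 (camera adjusted p = 0.0165). Of 25 acute phase genes, 1 rose, 4 fell and 20 did not pass (1 rose and 2 fell when adjusted over the list alone), with a median of -0.16 (camera adjusted p = 0.723). In the authors' deposited table of pathways for HFHSD, insulin receptor signaling ranked 6 of 650, insulin secretion 13, the senescence pathway 16, the Th1 pathway 27, the Th2 pathway 119, the PD-1/PD-L1 pathway 241 and the inflammasome pathway 246. Of the 18 Th1 molecules in the authors' deposited table that were tested here, 4 rose, 5 fell and 9 did not pass. Because the study chose these molecules on the same samples, they are not independent evidence of a direction. The change on HFHSD differed from that on NCD by -0.47 (standard error 0.27) for Fbp1 and 0.23 (standard error 0.19) for Stat2.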

The most significant enrichments, especially in the HFHSD+CUR group, were for (a) glucose metabolism- and homeostasis-related pathways, (b) aging and aging-related pathways, and (c) pathways that control inflammation such as Th1, Th2, inflammasome, PD-1/PD-L1 pathways (Figure 3A, 3B). The notable canonical pathways shared between both CUR groups in the different dietary regimens included insulin secretion and insulin receptor signaling pathways, the senescence pathway, IGF-1, mTOR, and Hif1 α signaling, and Type 2 diabetes mellitus signaling (Figure 3C). 

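The lists that camera called on NCD had medians of the same sign on HFHSD. Of all tested genes, 84.1% had the same sign on the diets, so such sharing is common. Of the 10 splits of the NCD and NCD+CUR libraries, 8 (the real one among them) called as many lists as its 6, with up to 17. The calls alone thus do not exclude chance. On NCD, 0 genes passed the adjusted test by limma, and 32 ribosomal protein genes and 19 of oxidative phosphorylation were higher at an unadjusted p under 0.05. The median log2 fold changes were 0.28 for the ribosomal proteins (camera adjusted p = 2.24e-14), 0.22 for oxidative phosphorylation (adjusted p = 3.55e-09), -0.20 for ER-to-Golgi transport (adjusted p = 0.0127), -0.16 for insulin signaling (adjusted p = 0.00539), -0.15 for fatty acid oxidation (adjusted p = 0.0387) and -0.11 for autophagy (adjusted p = 0.0181). With an estimated correlation, each of these lists had an adjusted p = 0.999. Rpl31 and Rpl37a of the ribosome had log2 fold changes of 0.45 and 0.38 on NCD, and Ndufa3 and Ndufb7 of complex I 0.47 and 0.40. Sec23a had -0.55, and Ehhadh of peroxisomal fatty acid oxidation -0.49. Their adjusted p was 0.290 to 0.298 by limma, and 0.0591 to 0.0839 with the replicate block. Without NCD replicate 2, it was 0.0461 to 0.0702. Without the trends with GC content and length, the median on NCD was 0.08 for the ribosomal proteins (camera adjusted p = 0.000364 with the replicate block) and 0.02 for oxidative phosphorylation (camera adjusted p = 0.259 with the replicate block). The list of ER-to-Golgi transport was not past the threshold without NCD replicate 1 (camera adjusted p = 0.228), NCD replicate 2 (adjusted p = 0.240) or NCD+CUR replicate 3 (adjusted p = 0.823), and that of autophagy without NCD replicate 3 (adjusted p = 0.0639). The list of fatty acid oxidation was not past it without NCD replicate 2 (adjusted p = 0.16), NCD replicate 3 (adjusted p = 0.142) or NCD+CUR replicate 1 (adjusted p = 0.240), nor with array weights (adjusted p = 0.295). Over genes with a mean of at least 5 FPKM, the lists of insulin signaling (adjusted p = 0.116), autophagy (adjusted p = 0.115) and fatty acid oxidation (adjusted p = 0.0506) were not past it, nor with the log2 of mapped reads were those of autophagy (adjusted p = 0.0914) and fatty acid oxidation (adjusted p = 0.0533).

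For the pathways named for both diets, the molecules that the authors' deposited table lists for HFHSD were counted among the genes tested here. Of 26 molecules of IGF-1 signaling in the authors' deposited table, 2 rose, 18 fell and 6 did not pass, of 43 of HIF1α signaling, 7 rose, 22 fell and 14 did not pass, and of 29 of type II diabetes mellitus signaling, 5 rose, 12 fell and 12 did not pass. The 61 molecules of mTOR signaling in the authors' deposited table went both ways, with 25 that rose, 23 that fell and 13 that did not pass. These molecules were chosen by the study on the same samples and are not independent evidence of a direction. Of 17 genes of the growth hormone and IGF-1 axis, 1 fell, 0 rose and 16 did not pass (0 fell and 0 rose when adjusted over the list alone), with a median of -0.11 (camera adjusted p = 0.487) on HFHSD. Igf1 itself, the hormone secreted by the liver, had a log2 fold change of -0.06 (adjusted p = 0.778 by limma).

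**Figure D2:**
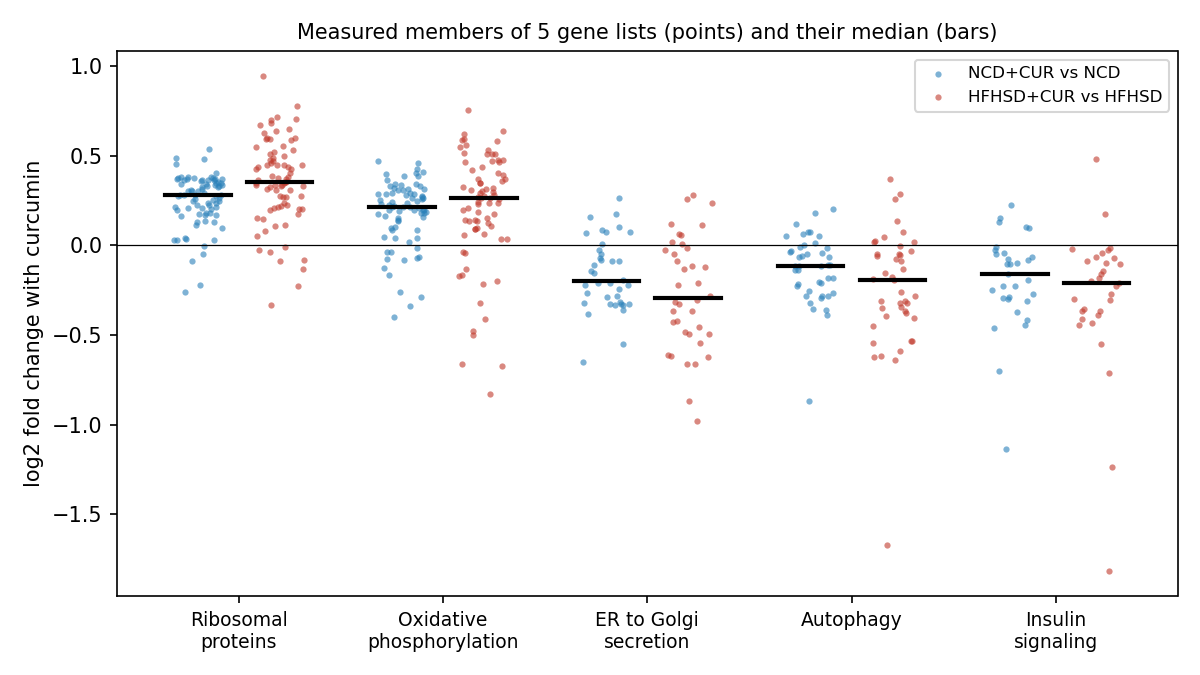
Log2 fold changes with CUR on NCD (blue) and on HFHSD (red) of the tested members of 5 fixed gene lists, 1 point per gene, with the median of each list as a black bar. The medians on NCD and HFHSD are 0.28 and 0.35 for the ribosomal proteins, and -0.16 and -0.21 for insulin signaling.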

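In HFHSD+CUR livers, a kinase and a translation repressor of the insulin pathway fell. Eif4ebp2, which insulin signaling through mTOR inactivates, fell from 26.6 ± 4.77 to 7.67 ± 2.37 FPKM (SD, n = 3). Map2k1, the kinase MEK1, fell from 17.8 ± 0.932 to 13.2 ± 0.613 FPKM (SD, n = 3), a log2 fold change of -0.43 (adjusted p = 0.0196 by limma). Insr, the insulin receptor, had a log2 fold change of -0.07 (adjusted p = 0.708 by limma). Of 31 genes of insulin receptor signaling, 9 fell, 0 rose and 22 did not pass (9 fell and 0 rose when adjusted over the list alone), with a median of -0.21 (camera adjusted p = 0.0100, and adjusted p = 0.768 with an estimated correlation). Over the genes with a mean of at least 5 FPKM, this list had a camera adjusted p = 0.140. Of 24 genes whose proteins attenuate insulin signaling, 7 fell, 1 rose and 16 did not pass (7 fell and 1 rose when adjusted over the list alone), with a median of -0.10 (camera adjusted p = 0.221). With the trends with GC content and length removed and the replicate block, the median of these 24 genes was 0.00472 (camera adjusted p = 0.499). That of insulin receptor signaling was -0.17 in the same fit (camera adjusted p = 0.0235). The 7 attenuating genes that fell include the phosphatases Ptprf, which fell by 0.71 on the log2 scale, and Phlpp1, which fell by 0.56. Enpp1, an inhibitor of the insulin receptor, fell by 0.60. Ptpn11, a phosphatase that also transmits growth factor signals, fell by 0.60.

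On NCD, 0 genes of either list passed the test by limma, and 6 of insulin receptor signaling and 3 of its attenuation were lower at an unadjusted p under 0.05. With GC content and length removed and the replicate block, the medians of these lists on NCD were -0.13 (camera adjusted p = 0.0171) and -0.04 (camera adjusted p = 0.523). Pik3cb, a catalytic subunit of PI3-kinase, and Foxo1, a transcription factor inactivated by insulin, had log2 fold changes of -0.46 and -0.42 (adjusted p = 0.290 and 0.298 by limma, and adjusted p = 0.0835 and 0.0832 with the replicate block). Without NCD replicate 2, the adjusted p was 0.0537 for Pik3cb and 0.0527 for Foxo1. The insulin receptor and insulin secretion pathways of the authors' deposited tables hold 91 genes tested here. Of the 67 with an unadjusted p under 0.05 on HFHSD and a mean over 1.5 FPKM, 54 were lower and 13 higher, and all 67 had the same sign on NCD. The study chose these genes on the same samples, so they are not independent evidence of a direction.

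**Figure D3:**
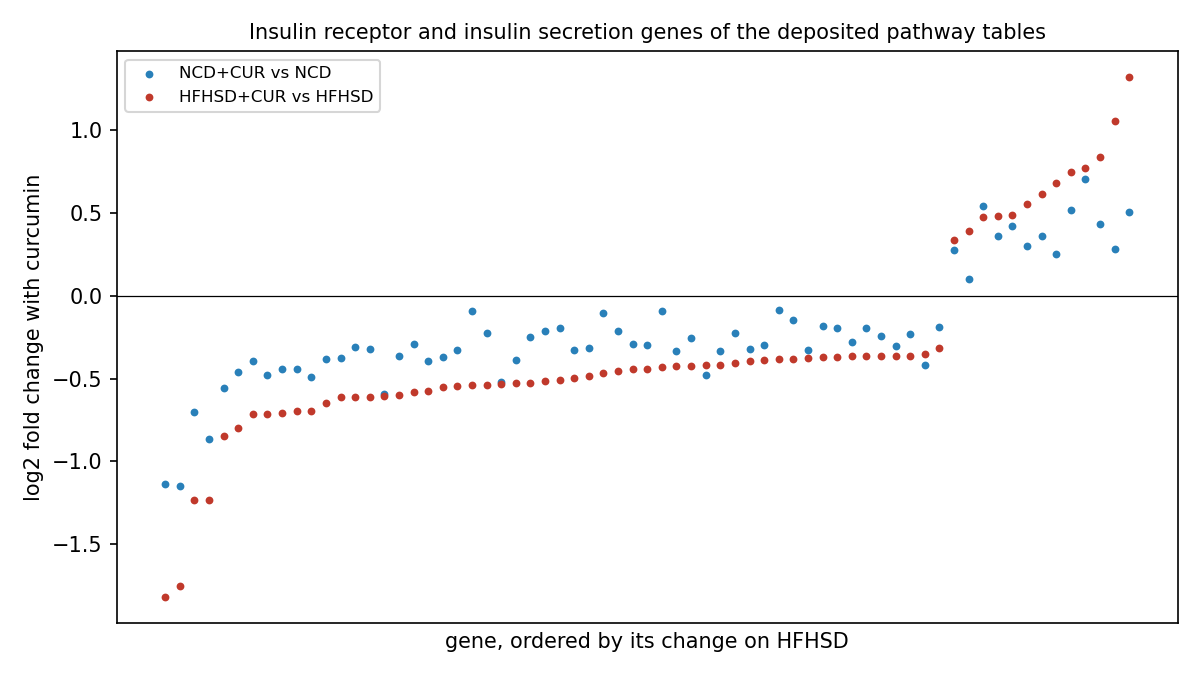
Log2 fold change with CUR on NCD (blue) and on HFHSD (red) of the 67 insulin receptor and insulin secretion genes of the authors' deposited pathway tables with an unadjusted p under 0.05 on HFHSD and a mean over 1.5 FPKM, in the order of their change on HFHSD. On HFHSD, 54 lie below 0 and 13 above.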

Heatmap analysis for genes in the insulin signaling pathway revealed that CUR in both dietary regimes led to the downregulation of genes that attenuate insulin signaling transduction (Figure 3E). This response was more evident in the HFHSD groups. 

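Prkar2a, named for its change on HFHSD, was 9.83 ± 2.80 FPKM (SD, n = 3) in HFHSD and 2.88 ± 0.855 FPKM (SD, n = 3) in HFHSD+CUR livers, and 8.70 ± 3.42 and 3.65 ± 0.512 FPKM (SD, n = 3) in NCD and NCD+CUR livers. Its change on HFHSD differed from that on NCD by -0.60 (standard error 0.46) on the log2 scale. The 67 genes described above were selected by their p on HFHSD, so the sizes of their fold changes on the diets cannot be compared without bias. The difference between the diets passed an adjusted p of 0.1 by limma for 0 of them. It had an unadjusted p under 0.05 for 1, Mapk12, a p38 kinase named after its values were seen, with log2 fold changes of 0.50 on NCD and 1.31 on HFHSD. In the fixed lists, the median difference between the diets was -0.10 for insulin receptor signaling (camera adjusted p = 0.267) and -0.09 for the genes that attenuate it (camera adjusted p = 0.459).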

Analysis of upstream transcription regulators (TRs) associated with DEGs in HFHSD+CUR compared to HFHSD groups identified 187 significant TRs of which 15 had positive Z-scores associated with activation and 16 with inhibition (Supplementary Figure 1). 

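Several of the named regulators changed in their own RNA in HFHSD+CUR livers. Mlxipl rose from 86.8 ± 7.63 to 130 ± 19.4 FPKM (SD, n = 3), a log2 fold change of 0.58 (standard error 0.14, adjusted p = 0.0160 by limma), and Klf3 fell from 9.58 ± 0.178 to 5.30 ± 1.27 FPKM (SD, n = 3). Ell2, an elongation factor of RNA polymerase II, fell by 0.73 on the log2 scale (adjusted p = 0.0126 by limma), Foxo3, a forkhead factor inactivated by insulin, fell by 1.23 (adjusted p = 0.0292 by limma), and Ldb1, a cofactor of LIM domain factors, rose by 0.55 (adjusted p = 0.0141 by limma). Of the 15 regulators in Supplementary Figure 1A, 9 were tested, of which 1 rose, 2 fell and 6 did not pass (Mlxipl rose, and Klf3 and Stat3 fell). Of the 16 in Supplementary Figure 1B, 13 were tested, of which 3 rose, 3 fell and 7 did not pass (Ldb1, Lmo2 and Nfe2l2 rose, and Creb3l2, Ell2 and Foxo3 fell). Foxo3 did not pass without HFHSD replicate 3 (adjusted p = 0.106) or HFHSD+CUR replicate 3 (0.124). Stat3 did not pass without HFHSD replicate 3 (adjusted p = 0.262), HFHSD+CUR replicate 1 (0.103), HFHSD+CUR replicate 2 (0.116) or HFHSD+CUR replicate 3 (0.172). Creb3l2 did not pass without HFHSD replicate 3 (adjusted p = 0.204) or HFHSD+CUR replicate 3 (0.178). Lmo2 did not pass without HFHSD replicate 2 (adjusted p = 0.193), HFHSD replicate 3 (0.234), HFHSD+CUR replicate 1 (0.146) or HFHSD+CUR replicate 3 (0.309). Nfe2l2 did not pass without HFHSD replicate 1 (adjusted p = 0.173), HFHSD replicate 2 (0.115), HFHSD replicate 3 (0.248), HFHSD+CUR replicate 2 (0.102) or HFHSD+CUR replicate 3 (0.326). The predictions in the figure rest on the genes downstream of each regulator, and the RNA of a regulator is a separate measurement.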

The genes regulated by hepatic nuclear factors, Hnf1A (n = 112 target molecules in the dataset) and Hnf4A (n = 527) TRs, whose mutations are known to cause maturity-onset diabetes of the young (MODY) and insulin-independent diabetes mellitus [21, 22], were predicted to be inhibited by CUR. 

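The RNA of Hnf4a, a nuclear receptor that maintains hepatocyte gene expression, was 111 ± 20.7 FPKM (SD, n = 3) in HFHSD and 87.5 ± 9.37 FPKM (SD, n = 3) in HFHSD+CUR livers, a log2 fold change of -0.33 (standard error 0.21, adjusted p = 0.272 by limma, and adjusted p = 0.0289 with the replicate block). On NCD, its log2 fold change was -0.14 (adjusted p = 0.788 by limma), and the difference between the diets was -0.19 (standard error 0.29).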

The activation Z-scores for Hnf1A and Hnf4A were -4.749 and -3.314, respectively. Thus, the RNAseq data suggested that CUR prevents reduction in insulin sensitivity in the liver in HFHSD-fed aged mice through transcriptional regulation of insulin- and aging-related pathways.

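Irs2, an adaptor of the insulin receptor, fell from 2.70 ± 1.39 FPKM (SD, n = 3) in HFHSD to 1.01 ± 0.167 FPKM (SD, n = 3) in HFHSD+CUR livers, a log2 fold change of -1.23 (standard error 0.48, adjusted p = 0.0892 by limma). Irs2 did not pass without HFHSD replicate 1 (adjusted p = 0.129), HFHSD replicate 3 (adjusted p = 0.269), HFHSD+CUR replicate 1 (adjusted p = 0.178), HFHSD+CUR replicate 2 (adjusted p = 0.156) or HFHSD+CUR replicate 3 (adjusted p = 0.169). Etfdh, which passes electrons from fatty acid oxidation to the respiratory chain, fell by 0.96 on the log2 scale, and Ehhadh fell by 0.73 (adjusted p = 0.0117 and 0.0152 by limma). Of 29 genes of fatty acid oxidation, 5 fell, 0 rose and 24 did not pass (5 fell and 0 rose when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.0992, adjusted p = 0.0300 with the replicate block, and adjusted p = 0.768 with an estimated correlation). Without HFHSD replicate 1, this list had a camera adjusted p = 0.0181, without HFHSD replicate 3 an adjusted p = 0.0289, and without HFHSD+CUR replicate 2 an adjusted p = 0.0123. Of 20 genes of fatty acid synthesis, 1 rose, 1 fell and 18 did not pass (1 rose and 0 fell when adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.424). Fasn and Scd1, enzymes of that synthesis, had log2 fold changes of -0.30 and -0.43 (adjusted p = 0.699 and 0.317 by limma). From the pathways and regulators enriched among the genes that differ with CUR, the paper proposes that CUR prevents a loss of insulin sensitivity in the liver of HFHSD-fed aged mice through the transcription of genes in insulin- and aging-related pathways.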

**Figure 3:**
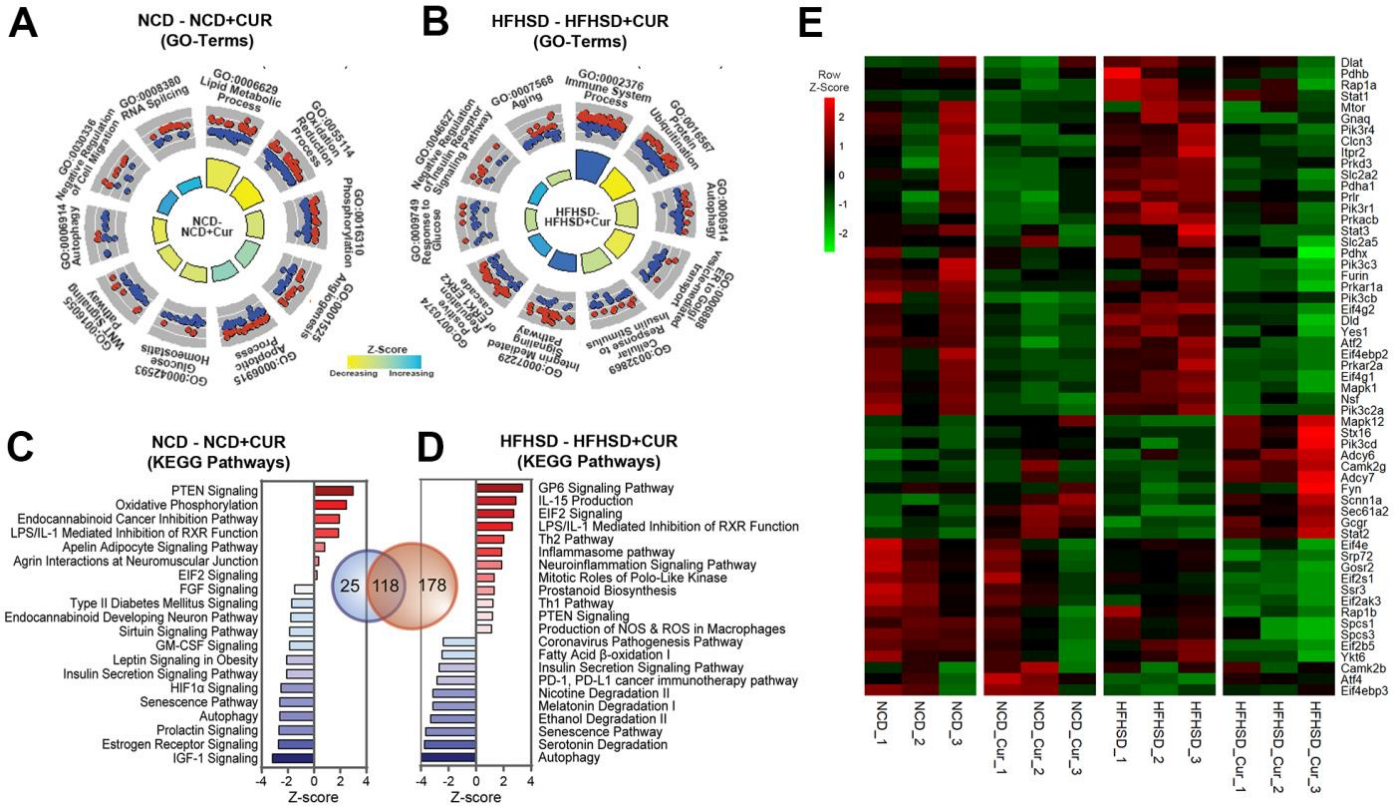
**RNA sequencing analysis of the liver reveals that curcumin supplementation regulates a broad array of genes related to aging and insulin homeostasis.** (**A,** **B**) Significant Gene Ontology (GO)-Biological Processes enriched in Differentially Expressed Genes (DEGs) in aged mice liver receiving curcumin-supplemented normal control diet (NCD+CUR) or high-fat, high-sugar diet (HFHSD+CUR) compared with their respective non-supplemented control groups (NCD or HFHSD) (n = 3 per group). The relevant top 10 GO-terms are presented in the GO Circle plots. Within each GO-Term, the upregulated and downregulated genes are represented in red and blue circles. The breadth of inner rectangles represents the strength of p-value significance. Yellow color represents GO-Terms with negative Z-scores and blue, positive Z-scores. (**C**, **D**) Bar charts of top significantly affected canonical pathways based on IPA presented based on the Z-scores. The red color indicates activation, and the blue color indicates suppression. (**E**) Heatmap analysis of insulin signaling pathway: Heatmap of RNA expression is measured by FPKM (p < 0.05 in HFHSD comparison; FPKM > 1.5) from Insulin Receptor and Insulin Secretion signaling pathways. Red indicates a positive Z-Score and green, negative Z-score.

### Curcumin treatment maintains insulin homeostasis during aging and dietary challenge that is mediated by hepatic IDE

Considering that CUR supplementation altered hepatic genes in the insulin signaling pathway, we then explored this pathway more closely. Fasting plasma insulin (FPI) did not change over time in the NCD+CUR group while in the NCD-fed group had almost a 50% increase by week 15 (1.10 ± 0.53 vs. 1.52 ± 0.38 ng/mL: p = 0.058). While HFHSD, as expected, caused a highly significant increase in FPI by 15 weeks compared to baseline (p < 0.01), in the HFHSD+CUR group this was much less (1.08 ± 0.49 vs. 1.53 ± 0.61 ng/mL; p = 0.14) than with HFHSD alone and was similar to that of the NCD group at that time (Figure 4A). During an insulin tolerance test (ITT; 1 U insulin/kg body weight) HFHSD+CUR group had similar insulin sensitivity to NCD and NCD+CUR fed groups, whereas the HFHSD fed group, again as expected, had reduced insulin sensitivity (Figure 4B). These *in vivo* results lend credence to the finding that CUR positively modulates insulin sensitivity. Our previous study uncovered that oral CUR supplementation regulates hepatic IDE protein levels [19]. To examine if this effect is also seen in aging mice, we conducted immunoblotting and analyzed IDE protein expression levels in the liver of all four groups. We found that NCD+CUR fed mice had 1.7-fold more IDE protein levels than NCD fed mice. Although HFHSD+CUR mice had slightly increased IDE expression levels compared to HFHSD alone, it did not reach a significant difference (Figure 4C). However, as insulin clearance occurs in all cells in addition to hepatocytes [23], we isolated primary hepatocytes from mice fed HFHSD or HFHSD+CUR for 15 weeks. CUR supplemented mice had significantly higher IDE protein levels compared to HFHSD alone (Figure 4D). Since our results have shown that CUR increased IDE levels in hepatocytes, we then examined circulating IDE levels after 6 hours of fasting and we found that only HFHSD+CUR fed mice displayed a trend of increased fasting plasma IDE levels at week 15 compared to week 0 (Figure 4E).

**Figure 4:**
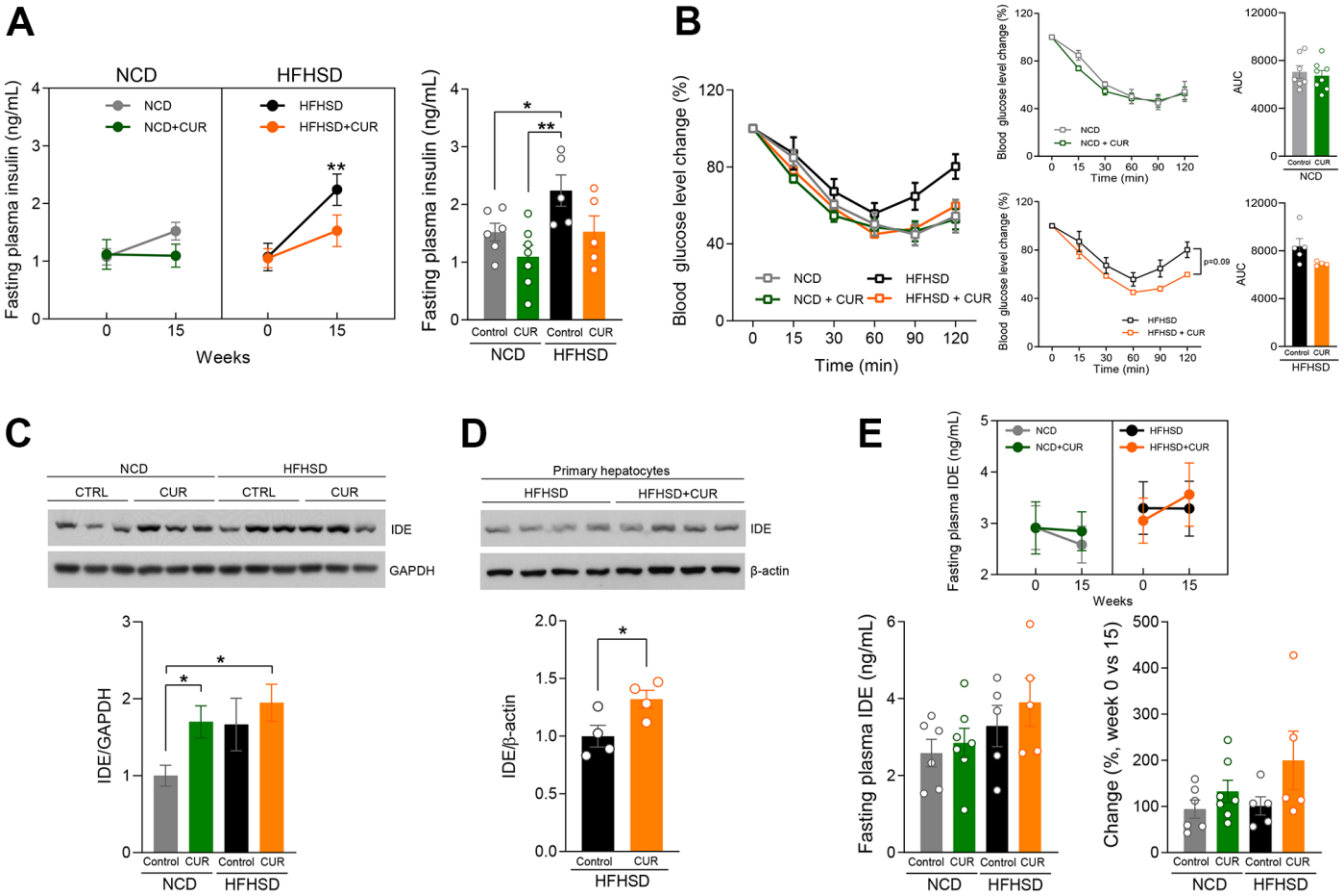
**Curcumin supplementation raised insulin sensitivity by IDE expression.** (**A**) 6-hours fasting insulin levels (ng/mL) at week 15 (n = 5-7). (**B**) Insulin Tolerance Test (ITT) was performed for 14 weeks after diet treatment, and the area under the curve (AUC) analysis (n = 4-8). (**C**) IDE and GAPDH protein expression levels in liver tissue lysate 15 weeks after diet treatment (n=3) (**D**) IDE and β-actin protein expression levels in primary hepatocytes 15 weeks after diet treatment (n=4) (**E**) fasting plasma IDE (ng/mL) basal level and 15 weeks after diet treatment (n = 5-7). *p ≤ 0.05 and **p ≤ 0.01.

### Curcumin supplementation preserves pancreatic islet integrity in the aged mice

The above findings indicate that dietary curcumin prevents hyperinsulinemia in the HFHSD group because of enhanced insulin sensitivity in the liver, and therefore should result in alleviating the need for the increased demand for insulin secretion from β-cells. We therefore examined islet integrity using insulin immunofluorescence staining of fixed pancreata after 15 weeks of the diets in the four groups (Figure 5A). The average islet size with HFHSD was significantly larger (7.89 ± 0.58 A.U) than with NCD (3.48 ± 0.39 A.U; p < 0.0005), as expected. While CUR supplementation did not alter islet size during NCD, in the HFHSD+CUR group, the average islet size was much smaller than that of the HFHSD alone group (3.48 ± 0.39 A.U vs. 2.80 ± 0.27 A.U; p < 0.0001) (Figure 5B). Along with an examination of islet morphology, we quantified the intensity of labeled insulin. CUR supplementation resulted in significantly increased insulin content in islets in both NCD and HFHSD groups. The insulin content in the HFHSD+CUR group was no different from NCD and NCD+CUR groups (Figure 5C).

**Figure 5:**
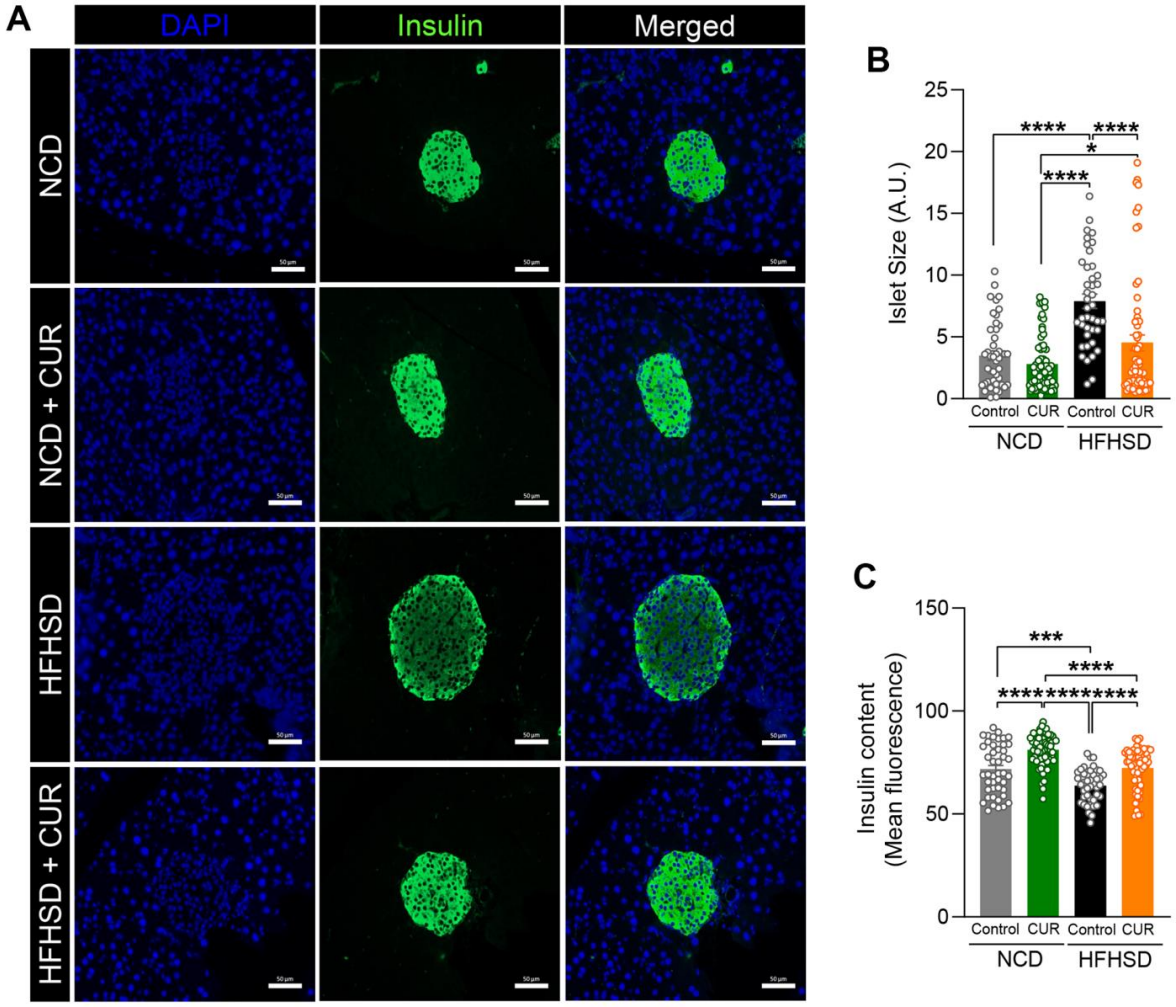
**HFHSD+CUR fed mice maintain normal pancreatic beta-cell integrity.** After 15 weeks of diet, (**A**) pancreas sections from mice on normal chow diet (NCD), curcumin-supplemented normal control diet (NCD+CUR), high-fat high-sugar diet (HFHSD), and curcumin supplemented high-fat high-sugar diet (HFHSD+CUR) were stained for insulin (green) and DAPI (blue). Representative confocal images are shown using a 40X oil objective. Fiji-Image J software (NIH) was used to quantitate (**B**) total islet size (scale bar, 50 μm), (**C**) insulin content (mean fluorescence). Quantitative analysis was based on at least 50-70 images per group (n = 3 mice per group). *p ≤ 0.05, ***p ≤ 0.001 and ****p ≤ 0.0001.

## DISCUSSION

Our previous work found that dietary curcumin improves insulin clearance and preserves islet integrity in middle-aged obese mice [19]. However, any effect of dietary curcumin on the age-associated loss of insulin sensitivity was not previously studied. Consistent with our previous results in the middle-aged mice, curcumin supplementation prevented body weight gain under obesity-inducing conditions while food intake was not altered. In hepatocytes, curcumin improved insulin sensitivity and increased hepatic IDE protein levels. It has been reported that patients with T2D have reduced hepatic IDE expression levels accompanied by lower insulin clearance [24–26]. Furthermore, a recent study found that hepatic IDE-overexpression in DIO mice improves insulin sensitivity and glucose tolerance that is compensated for by reduced plasma insulin levels. Conversely, liver-specific IDE knockout (L-IDE-KO) mice fed a high-fat diet (HFD) showed insulin resistance and glucose intolerance accompanied by elevated fasting insulin levels [27, 28]. These studies confirm the important role of the degree of insulin signaling in hepatocytes to feedback to insulin secretion. Thus, elevated liver-specific IDE level orchestrates the concentration of insulin in peripheral tissues [29]. In our study, increased hepatic insulin sensitivity due to curcumin’s beneficial effect on IDE was reflected in smaller islets and increased insulin content, illustrating less demand for insulin secretion and synthesis. Therefore, we conclude that curcumin has beneficial effects in preserving insulin sensitivity in the liver, even in very old mice, and even when they are subjected to severe adverse dietary conditions.

The global liver transcriptomic RNAseq analyses confirm the beneficial effects of dietary curcumin on insulin signaling-related gene expression, even in aged mice livers. 

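Among the genes that differed with CUR in the same direction on both diets, Lgals4, a galectin, was 19.8 ± 7.40 and 35.7 ± 9.72 FPKM (SD, n = 3) in NCD and NCD+CUR livers and 14.3 ± 4.00 and 37.2 ± 9.47 FPKM (SD, n = 3) in HFHSD and HFHSD+CUR livers. Rnf125, a ubiquitin ligase, was 12.3 ± 6.19 and 5.36 ± 1.24 FPKM (SD, n = 3) on NCD and 19.7 ± 7.19 and 5.33 ± 0.547 FPKM (SD, n = 3) on HFHSD. On NCD, Lgals4 had an adjusted p = 0.298 and Rnf125 an adjusted p = 0.298 by limma, and with the replicate block an adjusted p = 0.0301 and an adjusted p = 0.0855. Without NCD replicate 2, they had an adjusted p = 0.0597 and an adjusted p = 0.0479. Both genes passed the adjusted test on HFHSD (adjusted p = 0.0143 and 0.0128 by limma) and were named for that change. The change on HFHSD differed from that on NCD by 0.51 (standard error 0.42) for Lgals4 and by -0.74 (standard error 0.52) for Rnf125.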

Although the curcumin-induced transcriptional response was different between aged mice on a normal chow diet and nutritionally challenged mice, curcumin supplementation upregulated and downregulated genes (550 and 787 genes, respectively) in both groups. Moreover, the GO enrichment analysis identified insulin receptor binding (GO:0005158; p = 0.019) and the KEGG pathway analysis identified the insulin resistance pathway as the most significant pathway associated with the commonly regulated genes (p = 7. 31E^-0.4^; fold enrichment = 2.497). It lends further weight to the finding that curcumin supplementation indeed had a beneficial effect on insulin signaling even in aged mice. Additionally, and again of relevance to aging, among the top 10 pathways, the senescence pathway, was notably suppressed (Z-score = -3.679, HFHSD+CUR vs HFHSD), indicating the potential benefits of curcumin supplementation as an anti-aging agent.

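The 1319 genes that differed with CUR in the same direction on both diets hold 5 of the 31 genes of insulin receptor signaling, all lower, where 3.88 are expected (Fisher's exact test, odds ratio 1.35, adjusted p = 1 over 8 lists). They hold 3 of the 24 genes that attenuate insulin signaling (Enpp1, Ptpn11 and Ptprf), all lower, where 3.00 are expected (adjusted p = 1 by the same exact test). Of the 23 genes of glucose uptake, glycolysis and glycogen, they hold 3 (Eno1, Gbe1 and Slc2a2), all lower. Ptprf, a phosphatase that acts on the insulin receptor, had a log2 fold change of -0.48 on NCD and -0.71 on HFHSD. Higher shares were in the ribosomal proteins, with 30 of 79 genes, all higher (odds ratio 4.36, adjusted p = 5.68e-08 by the same exact test), and in oxidative phosphorylation, with 17 genes higher and 3 lower of 76 (odds ratio 2.52, adjusted p = 0.00505 by the same exact test). The test took the 10545 genes tested on both diets as its background and treats genes as independent, which members of a pathway are not. It used fixed lists and the genes shared by limma. The Gene Ontology and KEGG sets that the paper names were not tested, nor were the paper's own shared genes. It is therefore not a repeat of the paper's enrichment. With the trends with GC content and length removed and the replicate block, the median log2 fold change of oxidative phosphorylation was 0.02 on NCD and 0.03 on HFHSD (camera adjusted p = 0.259 and 0.530), and that of the ribosomal proteins was 0.08 and 0.12 (camera adjusted p = 0.000364 and 0.000843).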

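In HFHSD+CUR livers, Csf1, a macrophage growth factor that senescent cells secrete, rose from 3.69 ± 0.342 to 5.51 ± 1.03 FPKM (SD, n = 3), a log2 fold change of 0.55 (standard error 0.14, adjusted p = 0.0202 by limma). Mdm2, the ubiquitin ligase of p53, rose by 0.40 on the log2 scale (adjusted p = 0.0632 by limma). Cdkn1a, the cell cycle inhibitor p21, was 1.42 ± 0.176 and 1.60 ± 0.311 FPKM (SD, n = 3), a log2 fold change of 0.15 (adjusted p = 0.696 by limma). Of 19 genes of senescence and its secreted factors, 2 rose, 0 fell and 17 did not pass (1 rose and 0 fell when adjusted over the list alone), with a median of 0.37 (camera adjusted p = 0.102, adjusted p = 0.0250 with the replicate block, adjusted p = 0.0535 with the block and the trends with GC content and length removed, and adjusted p = 0.768 with an estimated correlation). Without HFHSD+CUR replicate 1, this list had a camera adjusted p = 0.0130. Of the 68 tested molecules of the senescence pathway in the authors' deposited table for HFHSD, 13 rose, 36 fell and 19 did not pass. The study chose these molecules on the same samples, so they are not independent evidence of a direction. Mdm2 did not pass without HFHSD replicate 2 (adjusted p = 0.118), HFHSD replicate 3 (adjusted p = 0.20), HFHSD+CUR replicate 1 (adjusted p = 0.108) or HFHSD+CUR replicate 3 (adjusted p = 0.239).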

Interestingly, the autophagy pathway was also influenced by curcumin supplementation of both NCD and HFHSD based on GO-term and pathway enrichment analysis. 

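In HFHSD+CUR livers, Rab7, a GTPase that directs late endosomes and autophagosomes to lysosomes, fell from 103 ± 15.9 to 34.7 ± 15.5 FPKM (SD, n = 3), a log2 fold change of -1.67 (standard error 0.34, adjusted p = 0.0130 by limma). The lysosomal membrane protein Lamp1 fell by 0.62 and Lamp2 fell by 0.64 on the log2 scale (adjusted p = 0.0171 and 0.0147 by limma), and Uvrag, a partner of Beclin, fell by 0.45 (adjusted p = 0.0161 by limma). Of 43 genes of autophagy and the lysosome, 15 fell, 1 rose and 27 did not pass (16 fell and 1 rose when adjusted over the list alone), with a median of -0.19 (camera adjusted p = 0.0100, and adjusted p = 0.768 with an estimated correlation). On NCD, Atg5, a protein of autophagosome formation, was 17.5 ± 0.823 FPKM (SD, n = 3) in NCD and 13.7 ± 0.588 FPKM (SD, n = 3) in NCD+CUR livers, a log2 fold change of -0.35 (adjusted p = 0.295 by limma, and adjusted p = 0.0888 with the replicate block). The median difference between the diets over the list was -0.07 (camera adjusted p = 0.0589, adjusted p = 0.0419 with the replicate block, adjusted p = 0.0769 with the block and the trends with GC content and length removed, and adjusted p = 0.787 with an estimated correlation). Without NCD replicate 3 (adjusted p = 0.0199), HFHSD replicate 1 (adjusted p = 0.00268), HFHSD+CUR replicate 1 (adjusted p = 0.0476) or HFHSD+CUR replicate 2 (adjusted p = 0.0295), that difference passed the threshold. Over genes with a mean of at least 5 FPKM, the list on HFHSD had a camera adjusted p = 0.132. In the authors' deposited table, the term autophagy had a false discovery rate of 0.0433 on HFHSD and 0.998 on NCD. In the authors' deposited tables of pathways, autophagy ranked 46 of 650 on HFHSD and 5 of 556 on NCD.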

Autophagy and the insulin signaling pathway are inextricably linked [30, 31]. Recent studies have demonstrated that upregulating autophagy genes lead to amelioration of insulin resistance and enhancement of insulin sensitivity in obese mice [32–34]. Although prior investigations uncovered the relationship between IDE and secretory autophagy in the brain [35–37], in the case of hepatocytes, insulin sensitivity and downstream signaling play a role in autophagy. For example, low circulating insulin levels drive increased autophagic flux, contributing to the maintenance of normal blood glucose levels [38]. Thus, crosstalk between hepatic IDE and autophagy that is modulated by curcumin supplementation is involved in hepatocyte response to circulating insulin levels.

Besides dietary manipulations to improve insulin signaling in hepatocytes by reducing body weight, current pharmacological therapies to improve hepatic insulin sensitivity include thiazolidinediones (TZDs) and metformin. However, while TZDs improve insulin sensitivity and reduce lipid accumulation in liver [39], they result in weight gain and fluid retention over time [40] while metformin had not been shown to have any benefits in people over the age of 65 [41]. We now report that not only has dietary curcumin beneficial effects on insulin in action in liver with age, but that this is reflected in protection from increasing demand for insulin secretion from ß-cells. Therefore, the intake of curcumin, a safe and effective dietary supplement, in a daily regimen may be an ideal way to preserve hepatocyte and ß-cell health with age.

There are some limitations in this study. Considering that dietary curcumin has low aqueous solubility, and poor oral bioavailability [42], supplementation of curcumin by incorporating it into diets might result in less biological efficacy in preventing age-associated declines in insulin downstream signaling. However, in the current study, we focused on the effect of dietary curcumin on IDE expression levels in the liver and even under these limitations, we still found significant effects with incorporation of curcumin directly into the diets. Other curcumin formulations might have resulted in even greater beneficial effects. Additionally, we have not yet studied if these effects now herein documented are specific to hepatocytes or if they occur in other IDE-containing tissues, such as brain, where reduced insulin action is well-described from epidemiological studies to be a feature of cognitive decline with age. We are going to undertake such studies.

In summary, our study illustrates that curcumin supplementation in aged individuals is likely to play a role in mitigating reduced hepatic insulin sensitivity due to aging *per se* and dietary challenges. It seems convincing that curcumin positively regulates insulin sensitivity in hepatocytes because of the upregulation of IDE that is reflected in reduced demand for increased insulin secretion and synthesis. Thus, curcumin is a potent, natural therapeutic agent which acts in a multifaceted manner to protect aging-induced metabolic disorders.

## MATERIALS AND METHODS

### Animals and treatment

All animal procedures were performed in an American Association for Accreditation of Laboratory Animal Care accredited facility and the procedures were approved by the Animal Care and Use Committee of the NIA Intramural Program. Aged male C57BL/6 mice (18-20 months old) were obtained from the National Institute on Aging (NIA) Aged Rodent Colony housed at Charles River Laboratories (Frederick, MD). After being transferred into the NIA intramural housing facility (Baltimore, MD), animals were acclimated to the facility for 1 week with standard NIH chow (Teklad Global Rodent Diet, Envigo, Indianapolis, IN). Animals were subject to baseline assessments such as body weight and body composition, then blood samples were collected for analyses of plasma markers. After baseline assessment, they were randomized into four groups: a normal chow diet (NCD; n = 9), normal chow diet containing 0.4% (w/w) of curcumin (NCD+CUR; n = 9) a high fat/high sugar diet (HFHSD; n = 8) or a HFHSD containing 0.4% (w/w) of curcumin (HFHSD+CUR; n = 7) for 15 weeks. Curcumin for diets was purchased from Sigma-Aldrich (St. Louis, MO) and all the diets were formulated by Dyets Inc. (Bethlehem, PA). The dose of curcumin in this study was determined based on our previous study using middle-aged mice. This amount of curcumin is equivalent to 2 g/day for a 60 kg adult calculated with an equivalent surface area dosage conversion method [43]. Mice were allowed *ad libitum* access to food and water throughout the study. The average body weight and food consumption were calculated weekly for 15 weeks.

### Insulin tolerance test

For insulin tolerance test (ITT), blood glucose levels were measured from tail veins of 6 hours fasted mice at 0, 15, 30, 60, 90, and 120 minutes following intraperitoneal administration of recombinant human insulin from Novo Nordisk (1 U insulin/kg body weight). Blood glucose levels were measured using a hand-held glucometer (Contour, Bayer, model 7160-P). Blood plasma was used to measure insulin levels using an Ultra-Sensitive Mouse Insulin ELISA kit (Crystal Chemical Inc., Downers Grove, IL).

### Immunoblotting analysis

Mouse liver tissue samples were homogenized in tissue lysis buffer (25 mM Tris (pH 7.4), 2 mM Na_3_VO_4_, 10 mM NaF, 10 mM Na_4_P_2_O_7_, 1 mM EGTA, 1 mM EDTA, and 1% NP-40) containing phosphatase and protease inhibitor cocktails in the OMNI BeadRuptor 24 (Omni-Inc, Kennesaw, GA). Protein was quantified using a BCA Assay (ThermoFisher Scientific, Rockford, IL) and then protein loading samples were resolved in SDS-PAGE under reducing conditions and transferred to polyvinylidene fluoride (PVDF) membrane. Membranes were blocked in blocking reagent (LI-COR, Lincoln, NE) assay system for 1 hour at room temperature and incubated with primary antibodies overnight at 4° C as follows: IDE (1:1000) from ThermoFisher Scientific (Waltham, MA) and GAPDH (1:3000) and β-actin (1:3000) from Cell Signaling Technology (Danvers, MA). Membranes were washed with tris-based saline-tween 20 (TBS-T) and the appropriate secondary antibody (1:20000, ThermoScientific, Rockford, IL) was added in blocking reagent for 1 hour at room temperature. Membranes were washed three times with TBS-T and developed using a chemiluminescence assay system. Bands on the membrane were visualized on autoradiography film. Western blot images were scanned, saved as Tiff files, inverted, and integrated density was analyzed using ImageJ software (NIH). Phosphorylated protein levels were normalized to the respective total protein levels.

### Assessment of body composition using NMR spectroscopy

We measured mouse body composition at week 0, 8, and 14. Mice were placed on a Bruker Minispec LF90 NMR (Bruker, Billerica, MA). Readouts were lean, fat, and fluid mass. Data are presented as percent body fat and lean masses.

### RNA and mRNA library preparation

Total RNA was extracted from the left lateral lobe of the liver. RNA purity was determined by using a NanoDrop8000 spectrophotometer. RNA integrity was assessed using an Agilent Technologies 2100 Bioanalyzer with an RNA Integrity Number (RIN) value. The mRNA sequencing libraries were prepared from 1 μg of RNA, according to the manufacturer’s instructions (Illumina Truseq stranded mRNA library prep kit). The quality of the amplified libraries was verified by capillary electrophoresis (Bioanalyzer, Agilent). The index tagged libraries were pooled on equimolar quantities, post to the quantitative real-time PCR using SYBR Green PCR Master Mix (Applied Biosystems). The sequencing was performed on Novaseq 6000 sequencing system (Illumina) with 2 x 100bp read length. The rate at which the required readings for each sample are mapped to the reference genome is presented in Supplementary Table 1.

### RNA sequencing analysis

The sequencing reads for each sample were mapped to the reference mm10 genome of Mus musculus (C57BL/6J strain) by Tophat (v2.0.13). The aligned results were added to Cuffdiff, a program of Cufflinks (v2.2.0) to identify differentially expressed genes (DEGs) using the UCSC genome annotations and default parameters. For library normalization and dispersion estimation, pooled methods were applied. Raw and processed data have been deposited to NCBI with GEO accession numbers (GSE186971). Genes exhibiting p value < 0.05 were considered significant. The sequencing and initial data analysis were performed by the DNA LINK sequencing lab (Los Angeles, CA).

### Gene ontology and pathway analysis

The differentially expressed genes (DEGs) were classified into Gene Ontology terms (GO-Term) through enrichment using DAVID (Database for Annotation, Visualization, and Integrated Discovery) online tool (https://david.ncifcrf.gov/home.jsp). The terms were categorized into GO-Molecular Function (MF), GO-Biological Process (BP), and GO-Cellular Component (CC). Functional pathway analysis was performed using Ingenuity Pathway Analysis (IPA, QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis). The right-tailed Fisher’s exact test p-values were used to identify significant GO-Terms and pathways. The gene list associated with specific pathways was obtained from the KEGG database (https://www.genome.jp/kegg/pathway.html) and used to construct the heatmaps shown.

### Data analysis and visualization

Data analysis was done using JMP-SAS, MS-Excel, GraphPad prism, and R Studio 1.4.1106 (http://www.R-project.org). Volcano plots were generated using the EnhancedVolcano package of R. To better visualize and explore the enriched GO-Terms, the Gene Ontology obtained from the DAVID database and the expression data were combined and represented as GOCircle plots using the Goplot R package. The R package Dplyr was used for data processing and ggplot package was used to construct graphs. Heatmaps were constructed using pheatmap library. The gene list for signaling pathways was obtained from IPA and KEGG pathway databases. The figures were assembled in Adobe Illustrator and Adobe Photoshop.

### Immunofluorescence staining

At the end of the study, pancreata from NCD, NCD+CUR, HFHSD, and HFHSD+CUR fed mice were fixed in 4% paraformaldehyde overnight, embedded in paraffin blocks, and sectioned (5μm). After deparaffinization, heat-induced epitope retrieval of tissue sections was achieved using citrate buffer antigen retriever (Sigma), then washed, permeabilized, blocked, and insulin antibody was added overnight and stored at 4° C (1:100; Dako, Carpinteria, CA). Sections were incubated with fluorescently labeled secondary antibodies (1:1000; Alexa Fluor 488 or Alexa Fluor 594, ThermoFisher Scientific) and DAPI (1:5000; ThermoFisher Scientific) for nuclear staining after the washing procedure. Images were obtained on a Zeiss Axio Observer D1 / 5 Inverted Microscope in a 20x/0.8 objective. Islet size and insulin content were measured using Fiji-Image J software (NIH). Insulin content was determined as the mean fluorescence intensity of the green channel (insulin staining) within each islet. Quantitative analysis was based on at least 50-70 images per group (n = 3 per group).

### Statistical analysis

All data were analyzed by GraphPad Prism (Prism 9; GraphPad Inc.). Ordinary one-way ANOVA was held for fasting plasma insulin and IDE levels, IDE protein expression levels in the liver, pancreas islet size, and pancreas insulin content. Two-way ANOVA repeated measure was held for body weight, food intake, body composition, and ITT followed by Tukey’s multiple comparisons test; NMR followed by Šídák's multiple comparisons test. Student t-test held for IDE protein expression level in primary hepatocytes. Quantitative data are represented as the mean ± SEM. Quantification analysis for AUC, western blot band density, and imaging pixels was conducted using one-way ANOVA followed by Tuckey’s multiple comparisons after the outlier test (α=0.05). * p≤0.05, ** p≤0.01, ***p≤0.001, and **** p≤0.0001 were considered statistically significant.

## Supplementary Material

Supplementary Figure 1

Supplementary Table 1

# Supplementary material for: Dietary curcumin restores insulin homeostasis in diet-induced obese aged mice
**Source:** Aging (Albany NY). 2022 Jan 11;14(1):225–39. doi: 10.18632/aging.203821
**Supplement:** Supplementary Figure 1

SUPPLEMENTARY FIGURE

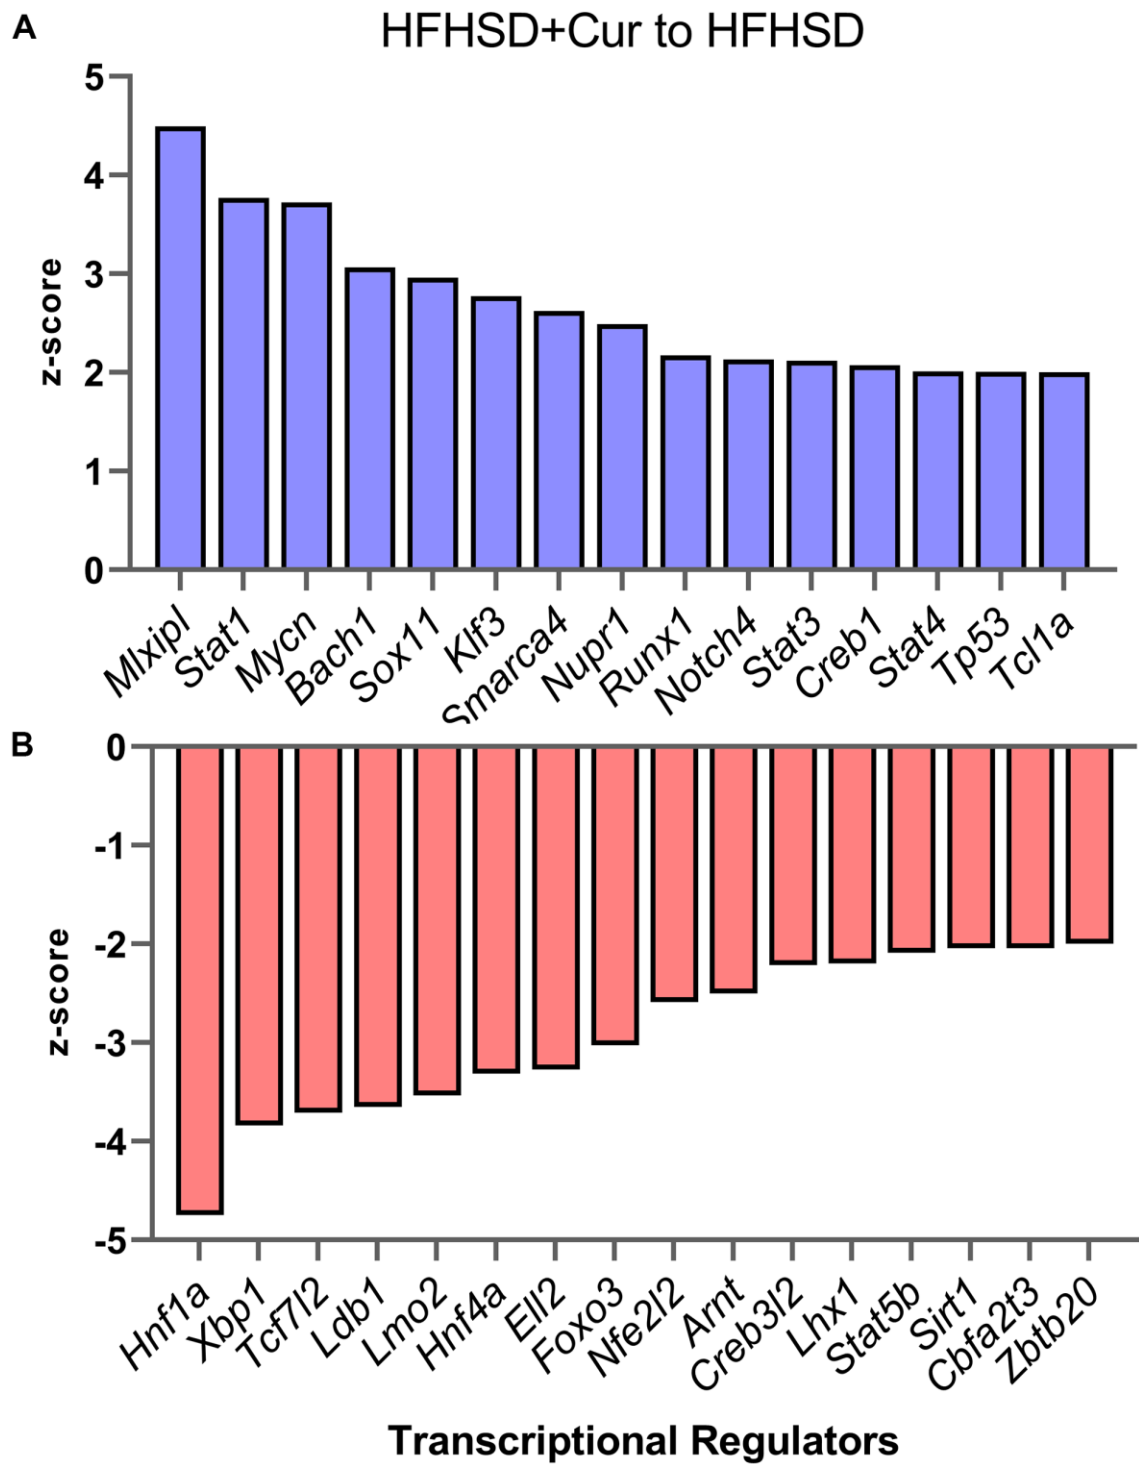

Supplementary Figure 1. Transcriptional regulators associated with differentially expressed genes. The z-scores as predicted by Ingenuity Pathway Analysis for upstream transcriptional regulators (TRs) associated with differentially expressed genes are shown for those predicted to be associated with activation (A) or inhibition (B) of downstream genes. The comparison is provided for aging mice fed with HFHSD+CUR and non-supplemented HFHSD control group.

# Supplementary material for: Dietary curcumin restores insulin homeostasis in diet-induced obese aged mice
**Source:** Aging (Albany NY). 2022 Jan 11;14(1):225–39. doi: 10.18632/aging.203821
**Supplement:** Supplementary Table 1

SUPPLEMENTARY TABLE

Supplementary Table 1. Alignment summary.

**Sample**	**Reads**	**Mapped_reads**	**Mapping_rate**
HFHSD_1	44,712,286	42,287,128	94.5761
HFHSD_2	55,922,916	53,161,527	95.0622
HFHSD_3	72,968,900	71,480,323	97.9600
HFHSD_Cur_1	56,314,214	51,156,887	90.8419
HFHSD_Cur_2	47,353,264	45,271,212	95.6031
HFHSD_Cur_3	53,605,040	51,339,781	95.7742
NCD_1	46,635,284	43,886,507	94.1058
NCD_2	49,468,774	46,352,953	93.7014
NCD_3	72,347,684	70,571,108	97.5444
NCD_Cur_1	48,303,724	45,757,951	94.7297
NCD_Cur_2	43,365,404	40,785,830	94.0515
NCD_Cur_3	45,002,994	42,087,349	93.5212
Average	53,000,040	50,344,880	94.7900

How the deposited data were processed for this re-analysis (not part of the article)

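Liver RNA of 12 mice was analysed, 3 from each of the NCD, NCD+CUR, HFHSD and HFHSD+CUR groups. The authors aligned the paired reads of 100 bases to mm10 with TopHat2 2.0.13, and they made the FPKM values with Cuffdiff (2.2.1 in the labels, Cufflinks 2.2.0 in the paper), which divides the fragments of each gene by transcript length and library size. The p-value and FDR columns for both CUR comparisons were made by the authors with Cuffdiff, with the dispersion pooled over the groups. The log2 fold changes in the same deposited tables were computed by the authors from the group means of FPKM. The deposited tables of canonical pathways give a -log10 of the p-value that the authors obtained from Ingenuity Pathway Analysis, and a score (the z-score) that the authors had the same software compute from the directions of the molecules of each pathway. The fold enrichment of each Gene Ontology term in the deposited tables was computed by the authors over a background of genes. The column of the Gene Ontology tables that is headed as an adjusted p holds the unadjusted values, so its false discovery rate column was used. The FPKM, p-value and FDR columns, the pathway molecules and the Gene Ontology false discovery rates were used here, and the other columns were only read.

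Values were analysed as log2(FPKM + 0.1). The 10545 of 23997 genes with a mean of at least 1 FPKM over the 12 libraries were tested in limma 3.58.1 (R 4.3.3), in one model of the 4 groups, with a trend of the variance with expression and robust empirical Bayes moderation. The comparisons were NCD+CUR with NCD, HFHSD+CUR with HFHSD, HFHSD with NCD, and the difference between the CUR comparisons on HFHSD and on NCD (the interaction). A gene changed when its Benjamini-Hochberg adjusted p was under 0.1, which is the false discovery rate that the paper states, and genes with an unadjusted p under 0.05 were counted too. Lists of genes (36 lists of pathways, of markers of liver and other cell types and of genes that mark handling or incomplete selection of poly(A) RNA) were tested with camera of limma at a preset correlation of 0.01 and an adjusted p under 0.05, and again with an estimated correlation. Named genes are those of the paper's text and of Figures 2C, 2D and Supplementary Figure 1, the 10 largest rises and falls of each comparison among changed genes with a mean of at least 5 FPKM and no overlap between the groups, up to 4 genes of each list with the smallest p, and Cyp7a1, Fasn, Scd1, Pck1, G6pc, Irs2, Insr, Cdkn1a and Igf1, of which the rule foresaw about 20 to 30 for each comparison and the text names more for HFHSD. The values in the paper's tables and figures had been seen when the rule was written. Mapk12 and Eif3j1 lie outside the rule and were named after their values were seen. The test, the thresholds, the lists, the rule for named genes and the first set of alternatives were chosen before the data were examined.

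Each library held 40785830 to 71480323 mapped reads. FPKM values carry no fragment counts, so the counting error of a single gene is unknown, and the precision of the means is given by the SD between the mice. No pair of libraries had identical values (0 pairs), and the correlation between libraries was 0.934 to 0.986. Neither the labels nor the paper say what the replicate numbers stand for. The deviations of libraries of the same number from their group means had correlations of 0.339, 0.300 and 0.527 between NCD and NCD+CUR, 0.156, 0.350 and 0.178 between HFHSD and HFHSD+CUR, and 0.00341, 0.0428 and 0.236 between NCD and HFHSD. All 3 were over 0.1 within each diet, and only that of replicate 3 was between NCD and HFHSD, so the numbers were taken as pairs within each diet in a second model with the replicate number as a block, and the values of that model are given where they change a call.

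The alternatives set beforehand were pseudocounts of 1 and 0.01, no filter, a minimum mean of 5 FPKM, quantile normalization, equal medians, the replicate number as a block over all 12 libraries, age and the log2 of mapped reads as covariates, array weights, moderation without trend and robustness, only the groups of each comparison, an adjusted p under 0.05, the authors' Cuffdiff p-values adjusted over the tested genes, and leaving out each library. Chosen after seeing the data were the block within each diet, the removal of each library's trends with GC content and transcript length (from GENCODE vM21, on the mm10 assembly, for 10477 genes, by loess with a span of 0.4), this removal or the covariate of mapped reads together with the block, and leaving out pairs of libraries that stand apart, that are labelled 107 weeks or that are the deepest. A leave-one-out model takes the spread of the remaining libraries of a group to be that of the others.

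The model was tested on simulated data made from the libraries with genes raised or lowered by known folds. Of genes changed by 1.5, 2 and 4-fold, it recovered 31.3%, 83.6% and 95.5% in NCD+CUR against NCD, 35.8%, 91.0% and 98.5% in HFHSD+CUR against HFHSD, and 7.46%, 46.3% and 95.5% for the interaction, with 9.09% to 11.6% of calls false. On simulated pairs, the block recovered 71.6% of genes changed by 1.5-fold in NCD+CUR against NCD, and the model without it 49.3%, and for the interaction 25.4% and 7.46%. In those pairs, the variance shared by the pair equalled that of each library alone. The real correlations were 0.300 to 0.527 on NCD and 0.156 to 0.350 on HFHSD. The real pairs on HFHSD were thus less alike, and the gain from the block may be smaller in these data. The block was not run on simulated data without pairs, so its false calls there are unknown. A shifted list was called by camera (adjusted p = 1.38e-11) and 0 of the 35 other lists were. The simulated genes were independent of each other, so this does not test the preset correlation of 0.01. In the real libraries, the estimated correlation within a list was 0.0438 to 0.914. The removal of a simulated trend with GC content brought its correlation from 0.669 to 0.00852. The deposited table of HFHSD+CUR against HFHSD lacks 989 of the genes tested here and that of NCD+CUR against NCD lacks 32, so counts from the authors' p-values rest on fewer genes. Genes under the minimum mean were left out of the tests because a ratio of values near 0 depends on the pseudocount, and reads were not used here. Results for some genes are not reported here.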

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

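The separate tests of the B cell markers and of the endothelial markers, the test of a lower share of hepatocytes, the labellings that part every pair, and every value here from the replicate block within each diet were chosen only after the result was seen.

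The change with CUR differed between the diets, by the interaction test of camera, for 7 of 36 lists. As the change on HFHSD minus that on NCD, the median log2 value was 0.92 for the B cell markers (adjusted p = 0.000406, range over the alternatives 4.03e-08 to 0.787), 0.30 for the endothelial markers (adjusted p = 0.000406, range over the alternatives 5.29e-09 to 0.987), 0.34 for macrophage markers (adjusted p = 0.00369, range over the alternatives 1.43e-07 to 0.787), 0.28 for stellate cells and extracellular matrix (adjusted p = 0.0139, range over the alternatives 3.57e-05 to 0.787), -0.19 for hepatocyte genes (adjusted p = 0.0139, range over the alternatives 0.00142 to 0.787), 0.22 for immediate early genes (adjusted p = 0.00175, range over the alternatives 2.19e-05 to 0.787) and 0.10 for ribosomal proteins (adjusted p = 0.000406, range over the alternatives 5.99e-09 to 0.842). With an estimated correlation, their adjusted p was 0.787 to 0.842. The hepatocyte list did not pass without NCD replicate 1 (0.0784), NCD replicate 2 (0.0838), NCD+CUR replicate 3 (0.223), HFHSD replicate 3 (0.0503) or HFHSD+CUR replicate 3 (0.0812), the stellate list without NCD replicate 1 (0.0534), NCD replicate 2 (0.444), HFHSD replicate 2 (0.179), HFHSD+CUR replicate 2 (0.0591) or HFHSD+CUR replicate 3 (0.344), the macrophage list without NCD replicate 2 (0.444), NCD+CUR replicate 3 (0.272), HFHSD replicate 2 (0.308) or HFHSD+CUR replicate 3 (0.370), the immediate early list without NCD replicate 2 (0.102) or NCD+CUR replicate 1 (0.0528), the endothelial list without HFHSD+CUR replicate 3 (0.639) and the ribosomal list without NCD replicate 2 (0.444), where its median was -0.05. Of 100 labellings drawn within the diets, 85 gave as many lists as the 7 of the real one, with up to 22, so chance is not excluded for these lists. Of the 32 labellings that part every pair of mice of the same replicate number within the diets, as the real one does, 18 gave as many, with up to 15, and with the block 16 gave as many as its 12, with up to 20. Of single genes, 0 passed the interaction test by limma, a count that any labelling reaches. Of the 100 labellings, 5 gave any, and the highest gave 2267. At an unadjusted p under 0.05 there were 145, reached in 71 of the labellings, and 573 with the block, reached in 10 of those that part every pair. Relabelling the mice of a single diet turns a change shared by the diets into a difference between them. Swapping all NCD pairs gave 3994 genes. The labellings are thus not a reference of chance alone for the interaction. The number of lists past the interaction test was 12 without NCD replicate 1, 3 without NCD replicate 2, 15 without NCD replicate 3, 12 without NCD+CUR replicate 1, 13 without HFHSD replicate 1, 12 without HFHSD+CUR replicate 1 and 4 without HFHSD+CUR replicate 3.

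In HFHSD against NCD, a comparison that the paper does not report for liver RNA, 486 genes passed (289 rose and 197 fell), 1970 had an unadjusted p under 0.05, and the groups did not overlap in 2401 genes (22.8%, where chance gives 10%). The number that passed was 55 without NCD replicate 1, 60 without NCD replicate 2, 1747 without NCD replicate 3, 167 without HFHSD replicate 1, 105 without HFHSD replicate 2 and 185 without HFHSD replicate 3. The 10 splits of the 6 libraries are too few for a share under 0.05. The real split is the 1 that gave 486 genes, with 0 as the highest of the others (1970 and 1502 at an unadjusted p under 0.05, where 1 split, the real one, reached as many), and 8 splits gave as many lists as its 9, with up to 17.

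The fold changes with CUR went the same way on both diets, with 1319 genes past an unadjusted p of 0.05 in the same direction. Of 100 labellings drawn from the 200 within the diets, 1, the real one, shared as many, and the highest of the others shared 912. They relabel both diets at once, so this sets the count apart for the diets together. It does not test the change on NCD alone. Of the 32 labellings that part every pair, 1, the real one, shared as many, and the highest of the others shared 160 (2251 and 393 with the block). The tables argue against GC content and transcript length as the whole cause, since the correlation of the fold changes was 0.639 after each library's trends were removed, and 2798 genes passed on HFHSD (4446 with the block, against 4815 without the removal). A part played by them stays open. The fold changes had Spearman correlations of 0.318 on NCD and 0.319 on HFHSD with GC content, and -0.336 and -0.294 with length. After the removal, 2217 of the 3196 genes that changed on HFHSD still passed. The tables argue against depth as the whole cause, since the correlation of the fold changes was 0.525 without the deepest library of each diet. A part played by depth stays open. Without those libraries, 322 genes were higher and 249 lower on both diets, against 619 and 700 with all. With mapped reads as a covariate, the counts were 445 and 342. Leaving out shallower libraries also moved them, to 380 and 292 (NCD replicate 1), 341 and 316 (NCD+CUR replicate 2) or 889 and 1165 (NCD replicate 2). NCD replicate 3 is also labelled 107 weeks, so leaving it out does not part depth from age. Without the mice labelled 107 weeks, the counts, given below, were lower than 322 and 249. With age as a covariate they were 711 and 845. An effect of CUR shared by the diets stays open, as does any handling that the CUR mice of both diets had in common, which the labels do not give.

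In NCD+CUR against NCD, 0 genes passed by limma (1476 at an unadjusted p under 0.05, and 444 with the authors' Cuffdiff p-values). A library of NCD that lies with the CUR libraries is a candidate explanation, since 894 genes passed without NCD replicate 2, 760 of which changed on HFHSD, and leaving out any other library of the NCD and NCD+CUR groups gave at most 0. Leaving out the NCD library nearest to the NCD+CUR mice widens the gap between the groups, which by itself favors more calls. What sets NCD replicate 2 apart, in the animal or in its handling, was not tested. Pairs of libraries within the diet stay open beside it, since the block gave 860 genes, though only 141 with the trends with GC content and length removed and 9 with mapped reads as a covariate. The 10 splits of these libraries are too few for a share under 0.05. All 10 gave 0 changed genes, 2 gave as many at an unadjusted p under 0.05 (the highest other, NCD 1, NCD 3 and NCD+CUR 3 against the rest, gave 1595), and 8 gave as many lists as the real 6, with up to 17. The split with 1595 genes parts 1 pair of mice of the same replicate number, and the other splits that part 3 pairs, as the real one does, gave 36, 274 and 60.

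In HFHSD+CUR against HFHSD, 3196 genes passed in the real split alone (1 of 10 splits), and 0 in the highest of the others. At an unadjusted p under 0.05, the real split gave 3800 (1 split reached as many) and the highest of the others 1338, and 8 splits gave as many lists as the real 7, with up to 17. These splits are too few for a share under 0.05, and those that part as many pairs as the real one gave 66, 171 and 237 at an unadjusted p under 0.05. The number of genes was 2106 without HFHSD replicate 2, 1732 without HFHSD replicate 3 and 1227 without HFHSD+CUR replicate 3.

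The B cell and endothelial markers were higher in HFHSD+CUR than in HFHSD livers. Over the 21 members of both lists, the median log2 fold change was 0.61, and it was 0.27 without HFHSD+CUR replicate 3. The tables argue against HFHSD+CUR replicate 3 as the cause for the B cell markers (0.94 without it and 0.94 with it), whereas the endothelial markers had 0.0908 without it and 0.50 with it, so for them that library is a candidate explanation. A lower share of hepatocytes, which would raise the markers of other cell types alike, stays open, since the change of the B cell markers exceeded that of the macrophage markers by 0.78 with a standard error of 0.41, less than the 2 standard errors that would have argued against it. In pairs by replicate number, the standard error was 0.39 and the change 2.00 standard errors, which meets that bound but does not pass it by more than its spread. A change in the B cells of the liver stays open as well and was not tested apart from it, and without HFHSD replicate 2 the B cell list had a median of 0.71 (adjusted p = 0.0590, range over the alternatives 0.000132 to 0.768).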

How the results depend on the processing

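The replicate block within each diet, the removal of GC content and length, both together, the covariate of mapped reads with the block, and the models without 2 libraries were chosen only after the data were seen. For each alternative below, the cause was not tested unless a cause is given.

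Under the alternatives set beforehand, of 1746 values of named genes, 1662 stayed on their side of the threshold (1 of them, none called, with the other sign), 35 lost the call, 49 gained one and 0 pointed the other way with a call in at least 1 of the models compared, and of 1828 values of lists, 1732 stayed on their side of the threshold (64 of them, none called, with the other sign), 50 lost the call, 43 gained one and 3 pointed the other way with a call in at least 1 of the models compared. With 1 library left out, of 834 values of named genes, 668 stayed on their side of the threshold (4 of them, none called, with the other sign), 144 lost the call, 22 gained one and 0 pointed the other way with a call in at least 1 of the models compared, and of 1080 values of lists, 966 stayed on their side of the threshold (116 of them, none called, with the other sign), 26 lost the call, 85 gained one and 3 pointed the other way with a call in at least 1 of the models compared. Under the alternatives chosen later, of 887 values of named genes, 776 stayed on their side of the threshold (7 of them, none called, with the other sign), 47 lost the call, 64 gained one and 0 pointed the other way with a call in at least 1 of the models compared, and of 900 values of lists, 806 stayed on their side of the threshold (99 of them, none called, with the other sign), 16 lost the call, 74 gained one and 4 pointed the other way with a call in at least 1 of the models compared. Of the 3196 genes that changed on HFHSD, 2842 also passed with quantile normalization, 3188 with the block within each diet, 2217 with GC content and length removed and 1221 without HFHSD+CUR replicate 3.

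With a minimum mean of 5 FPKM, which tests fewer genes, 970 genes on NCD and 2440 on HFHSD had an unadjusted p under 0.05, and 3 lists passed on NCD, 2 on HFHSD and 3 for the interaction. With no filter, 14 lists passed on HFHSD, 15 in HFHSD against NCD and 11 for the interaction. With an estimated correlation, 0, 0, 0 and 0 lists passed by camera on NCD, on HFHSD, in HFHSD against NCD and for the interaction, against 6, 7, 9 and 7 with the preset one. An adjusted p under 0.05, a stricter threshold, left 2011 changed genes on HFHSD and 184 in HFHSD against NCD. In HFHSD against NCD, 876 genes passed with the block over 12 libraries, 2040 with age, 3369 with array weights and 270 with only its 6 libraries, which leave fewer degrees of freedom. Array weights gave 3498 changed genes on NCD, 4048 at an unadjusted p under 0.05, and 1173 genes higher and 1474 lower on both diets, with weights of 4.63 for NCD replicate 1, 0.450 for NCD replicate 2, 0.464 for NCD replicate 3 and 0.408 for HFHSD+CUR replicate 3. The authors' Cuffdiff p-values gave 444 changed genes on NCD. With the log2 of mapped reads, 893 genes had an unadjusted p under 0.05 on NCD, 342 were lower on both diets and 11 lists passed for the interaction.

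The block within each diet gave 860 changed genes on NCD (743 of them among those that changed on HFHSD without it), 2553 at an unadjusted p under 0.05, 4815 changed on HFHSD, 1082 higher and 1169 lower on both diets, and 16 lists on HFHSD and 12 for the interaction. Beyond these and the genes and lists given with it in the text, it changed no other call that is reported there. With GC content and length removed as well, 141 genes changed on NCD, 2249 had an unadjusted p under 0.05, 1056 were lower on both diets and 12 lists passed on HFHSD. With mapped reads and the block, 9 genes changed on NCD, and 15 lists passed on HFHSD and 18 for the interaction. Without NCD replicate 2 and HFHSD+CUR replicate 3, 1466 genes changed on NCD, 2826 had an unadjusted p under 0.05, 1991 changed on HFHSD, 171 in HFHSD against NCD, 1145 were lower on both diets and 4 lists passed for the interaction. Without the mice labelled 107 weeks, 446 genes had an unadjusted p under 0.05 on NCD, 1822 changed in HFHSD against NCD, 235 were higher and 151 lower on both diets and 12 lists passed for the interaction. Without the 2 deepest libraries, 743 genes had an unadjusted p under 0.05 on NCD, 2094 changed on HFHSD and 893 in HFHSD against NCD, 322 were higher and 249 lower on both diets and 13 lists passed for the interaction.

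With 1 library left out, the changed genes ranged from 0 to 894 on NCD, 1227 to 3375 on HFHSD, 55 to 1747 in HFHSD against NCD and 0 to 1 for the interaction (Eif3j1, without HFHSD replicate 2). Genes with an unadjusted p under 0.05 ranged from 745 (without NCD+CUR replicate 2) to 2505 (without NCD replicate 2) on NCD and 2656 to 3958 on HFHSD, genes higher on both diets from 341 to 889 and lower from 292 to 1165, and lists from 4 to 8 on NCD, 6 to 12 on HFHSD, 9 to 13 in HFHSD against NCD and 3 to 15 for the interaction. The most lists on HFHSD passed without HFHSD replicate 1. In the shared model, leaving out HFHSD+CUR replicate 3 also gave 12 changed genes on NCD.

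Camera did not call the list of cholesterol synthesis on NCD (median 0.05) and placed it lower there. It called the list as higher at medians of 0.28 with mapped reads, 0.47 with array weights, and 0.23 without the 2 deepest libraries or without NCD replicate 3 alone, and as lower at -0.31 without NCD replicate 1. The same list was called in the reverse direction in HFHSD against NCD with array weights (0.33) and for the interaction without NCD replicate 1 (0.19), where it was -0.34 without NCD replicate 3. For the interaction, camera pointed the other way without NCD replicate 2 and HFHSD+CUR replicate 3 for ribosomal proteins (-0.0600), macrophage markers (-0.14, not called) and stellate markers (-0.0295, not called), and for ribosomal proteins without NCD replicate 2 alone (-0.0490, not called, against 0.18 without NCD replicate 3). Since FPKM values hold no counts, what depth limits was examined only through the covariate of mapped reads and the models without the deepest libraries.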

Differences from the paper's values

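The replicate block within each diet, alone or with mapped reads, was chosen only after the values were seen.

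For genes at least 2-fold higher at an unadjusted p under 0.05 on HFHSD, the paper's count is 382 and the count here is 156. Of 19 alternatives set before the data were examined, 2 came within 1.5 times the paper's count, with no filter (349) and without HFHSD+CUR replicate 2 (267), and the others did not. The authors' deposited table for HFHSD holds 350 such genes higher and 163 lower, where the paper's counts are 382 and 186, and it lacks 989 of the genes tested here.

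On NCD, the paper's count of genes at least 2-fold higher is 32 and the count here is 10. Of 19 alternatives set before the data were examined, 2 came within 1.5 times the paper's, without NCD replicate 2 (41) and without NCD+CUR replicate 1 (33), and the others did not. For genes at least 2-fold lower on NCD, the paper's count is 62 and the count here is 17. Of 19 alternatives set before, 3 came within 1.5 times the paper's, with no filter (49), with array weights (51) and without NCD replicate 2 (71), and the others did not. The authors' deposited table for NCD holds 32 such genes higher and 62 lower, as in the paper. The authors' Cuffdiff p-values over the genes tested here gave 12 and 37.

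At a false discovery rate under 0.1, the paper's count of genes on NCD is about 980 in Fig. 2A, read by eye, and the count here is 0 by limma, with 1476 at an unadjusted p under 0.05. Of 20 alternatives set before the data were examined, 1 came within 1.5 times that count, without NCD replicate 2 (894), and the others did not, with 444 genes from the authors' Cuffdiff p-values adjusted over the genes tested here and 3498 with array weights. The replicate block within each diet, chosen after seeing the values, gave 860. Of the 982 genes with a false discovery rate under 0.1 in the authors' deposited table, 877 were tested here, and the block kept 566 of these and dropped 311. The model without NCD replicate 2 kept 490 and dropped 387.

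The paper lists the senescence pathway among those suppressed with CUR on HFHSD. The fixed senescence list had a median log2 fold change of 0.37 on HFHSD, with 2 genes that rose (Csf1 and Mdm2) and 0 that fell by limma (2 higher and 0 lower at an unadjusted p under 0.05), whereas of the pathway's own molecules in the authors' deposited table 36 fell and 13 rose. The fixed list had a camera adjusted p = 0.102, and it passed with the same sign with no filter (adjusted p = 0.0410), with the replicate block (adjusted p = 0.0250, and 0.0371 together with mapped reads, but not with GC content and length removed, at a median of 0.22 and an adjusted p = 0.0535) and without HFHSD+CUR replicate 1 (adjusted p = 0.0130), in the range over the alternatives 0.0130 to 0.768. Mdm2 did not pass without HFHSD replicate 2 (adjusted p = 0.118), HFHSD replicate 3 (0.20), HFHSD+CUR replicate 1 (0.108) or HFHSD+CUR replicate 3 (0.239).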

Other observations

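The replicate block within each diet was chosen only after the data were seen.

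HFHSD against NCD, without CUR, is not reported by the paper for liver RNA. Tsku, which encodes the secreted protein tsukushi, rose from 10.6 ± 2.57 FPKM (SD, n = 3) in NCD to 39.6 ± 11.3 FPKM (SD, n = 3) in HFHSD livers, a log2 fold change of 1.89 (standard error 0.20, adjusted p = 0.00307 by limma). Orm3, an acute phase protein, rose by 2.09 on the log2 scale, Abcc3, an exporter of bile acids and conjugates, by 1.58, Cd36, a fatty acid transporter, by 1.51 and Aldh1a1, an aldehyde dehydrogenase, by 0.97 (adjusted p = 0.0205, 0.0118, 0.0212 and 0.0198 by limma). Kdr, a receptor of vascular endothelial growth factor, fell by 1.44 (adjusted p = 0.0246 by limma).

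Of the lists, the median log2 fold change in HFHSD against NCD was 0.51 for xenobiotic metabolism (5 rose and 0 fell of 17, adjusted p = 8.91e-07, and 0.387 with an estimated correlation), 0.38 for targets of NRF2 (7 rose and 0 fell of 24, adjusted p = 0.000422, and 0.559 with an estimated correlation), 0.40 for bile acid synthesis and transport (1 rose and 0 fell of 15, adjusted p = 5.08e-05, and 0.387 with an estimated correlation), 0.73 for the interferon response (9 rose and 0 fell of 31, adjusted p = 9.62e-11, and 0.559 with an estimated correlation), -1.07 for endothelial markers (0 rose and 8 fell of 15, adjusted p = 1.25e-12, and 0.387 with an estimated correlation), -0.65 for stellate cells and extracellular matrix (0 rose and 3 fell of 14, adjusted p = 4.86e-05, and 0.559 with an estimated correlation), -0.43 for ribosomal proteins (0 rose and 19 fell of 79, adjusted p = 1.02e-31, and 0.387 with an estimated correlation), -0.37 for the unfolded protein response (0 rose and 2 fell of 24, adjusted p = 1.58e-05, and 0.575 with an estimated correlation) and -0.27 for ER-to-Golgi transport (0 rose and 1 fell of 38, adjusted p = 3.19e-07, and 0.603 with an estimated correlation). Each of these lists passed camera with each library of the groups left out in turn. Hepatocyte genes had a median of 0.15 (adjusted p = 0.0894, 0.0314 without NCD replicate 3 and 0.0471 without HFHSD replicate 2).

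With CUR on HFHSD, the median log2 fold change (camera adjusted p) of lists not given above was -0.33 for xenobiotic metabolism (0.221), -0.32 for bile acids (0.116), -0.30 for the unfolded protein response (0.140), -0.37 for heat shock proteins (0.0925), -0.16 for NRF2 targets (0.424), -0.02 for cholesterol synthesis (0.511), 0.04 for lipid droplets (0.964), 0.00 for the circadian clock (0.720), -0.10 for proliferation (0.964), 0.25 for immediate early genes (0.0992), 0.49 for RNAs without a poly(A) tail (0.271), 0.59 for T and NK cells (0.348), 0.71 for neutrophils (0.285), 0.26 for macrophages (0.247), 0.35 for stellate cells and matrix (0.0934), 0.37 for cholangiocytes (0.271), 0.98 for adipocytes (0.221), -0.08 for skeletal muscle (0.964) and 0.54 for exocrine pancreas (0.320). Of these, the macrophage list passed without HFHSD replicate 1 (0.0376) and HFHSD+CUR replicate 2 (0.0336), the stellate list without HFHSD replicate 1 (0.0216) and HFHSD+CUR replicate 1 (0.00748), the bile acid list without HFHSD replicate 1 (0.0350), the heat shock list without HFHSD replicate 3 (0.0354) and the immediate early list without HFHSD+CUR replicate 2 (0.0494). With the replicate block, the lists of bile acids (0.0300), the unfolded protein response (0.0250), heat shock proteins (0.0300), immediate early genes (0.0250), stellate cells and matrix (0.0300) and adipocytes (0.0344) passed, all with an adjusted p = 0.768 with an estimated correlation. With the trends with GC content and length removed as well, those of bile acids (0.0689), immediate early genes (0.133) and adipocytes (0.0689) did not pass, and with mapped reads and the block that of stellate cells and matrix (0.0938) did not. Over all alternatives, their adjusted p ranged from 0.0194 to 0.768 for bile acids, from 0.0195 to 0.768 for the unfolded protein response, from 0.0189 to 0.768 for heat shock proteins, from 0.0250 to 0.768 for immediate early genes, from 0.0336 to 0.987 for macrophages, from 0.00748 to 0.768 for stellate cells, from 0.0344 to 0.768 for adipocytes.

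Ide, which encodes the insulin-degrading enzyme, was 23.3 ± 5.52, 19.6 ± 4.68, 28.4 ± 1.70 and 23.1 ± 2.15 FPKM (SD, n = 3) in NCD, NCD+CUR, HFHSD and HFHSD+CUR livers. Its log2 fold change with CUR was -0.25 on NCD (adjusted p = 0.547 by limma) and -0.30 on HFHSD (adjusted p = 0.253 by limma, and 0.0545 with the replicate block, range over the alternatives 0.0545 to 0.791).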
